# Requirement for integrin-linked kinase in neural crest migration and differentiation and outflow tract morphogenesis

**DOI:** 10.1186/1741-7007-11-107

**Published:** 2013-10-16

**Authors:** Xiuqin Dai, Weijian Jiang, Qingquan Zhang, Lian Xu, Peng Geng, Shaowei Zhuang, Brian G Petrich, Cizhong Jiang, Luying Peng, Shoumo Bhattacharya, Sylvia M Evans, Yunfu Sun, Ju Chen, Xingqun Liang

**Keywords:** ILK, Cardiac neural crest, Outflow tract, Migration, Congenital heart disease

## Abstract

**Background:**

Neural crest defects lead to congenital heart disease involving outflow tract malformation. Integrin-linked-kinase (ILK) plays important roles in multiple cellular processes and embryogenesis. ILK is expressed in the neural crest, but its role in neural crest and outflow tract morphogenesis remains unknown.

**Results:**

We ablated ILK specifically in the neural crest using the Wnt1-Cre transgene. ILK ablation resulted in abnormal migration and overpopulation of neural crest cells in the pharyngeal arches and outflow tract and a significant reduction in the expression of neural cell adhesion molecule (NCAM) and extracellular matrix components. ILK mutant embryos exhibited an enlarged common arterial trunk and ventricular septal defect. Reduced smooth muscle differentiation, but increased ossification and neurogenesis/innervation were observed in ILK mutant outflow tract that may partly be due to reduced transforming growth factor β2 (TGFβ2) but increased bone morphogenetic protein (BMP) signaling. Consistent with these observations, microarray analysis of fluorescence-activated cell sorting (FACS)-sorted neural crest cells revealed reduced expression of genes associated with muscle differentiation, but increased expression of genes of neurogenesis and osteogenesis.

**Conclusions:**

Our results demonstrate that ILK plays essential roles in neural crest and outflow tract development by mediating complex crosstalk between cell matrix and multiple signaling pathways. Changes in these pathways may collectively result in the unique neural crest and outflow tract phenotypes observed in ILK mutants.

## Background

Cardiac outflow tract (OFT) formation involves complex signaling and cell interactions, in which the neural crest plays a central role [1,2]. Neural crest cells (NCCs) delaminate from the dorsal neural tube and migrate along distinct pathways to their final destinations, where they differentiate into a plethora of cell types including melanocytes, cranial cartilage/bone, vascular smooth muscle cells (SMCs) and peripheral neurons. Cardiac NCCs, a subpopulation of NCCs from the dorsal neural tube between the mid-otic placode and the third somite, migrate and populate in pharyngeal arches 3, 4 and 6 and contribute to patterning of the pharyngeal arch arteries. A subset of cardiac NCCs continue migrating into the heart and are required for OFT septation [1]. Perturbation of cardiac NCC development causes congenital heart defects, including DiGeorge syndrome. However, the molecular mechanisms underlying NCC and OFT development are incompletely understood [1,3].

Multiple signaling pathways are implicated in cardiac NCC development, including bone morphogenetic protein (BMP), transforming growth factor β2 (TGFβ2), Notch, Wnt and platelet-derived growth factor (PDGF). Mutation of individual genes in these pathways variably affects NCC migration, proliferation, SMC differentiation and survival, leading to a spectrum of OFT abnormalities [1,2]. TGFβ2 signaling is required for SMC differentiation and extracellular matrix (ECM) deposition. Ablation of TGFβR1 or TGFβR2 leads to increased cell death within the OFT [4-7]. Mice deficient for BMP receptor ALK2 exhibit impaired NCC migration into the proximal OFT and SMC differentiation [8]. Deletion of Smad4, a common downstream mediator of TGFβ and BMP signaling, in cardiac NCCs leads to increased cell death in the pharyngeal arches and reduced NCCs within the OFT [9]. Double deletion of PDGF receptors leads to reduced migration of cardiac NCCs into the proximal OFT and persistent truncus arteriosus (PTA) [10]. However, mutation of each of the aforementioned genes has minimal effects on cardiac NCC delamination and initial migration into the pharyngeal arches and OFT.

NCC migration involves changes in cell-cell and cell-matrix interactions and cytoskeleton organization that determine the timing, velocity and pattern of NCC migration. Integrins are cell surface receptors required for cell adhesion, migration, proliferation and differentiation [11]. Integrins are recruited into focal adhesion complexes where they signal through interactions with focal adhesion proteins including focal adhesion kinase (FAK), integrin-linked kinase (ILK), PINCH ('Particularly Interesting New Cys-His protein’), parvin and paxillin [12]. Interactions of focal adhesion proteins with integrins are important for focal adhesion formation and maturation, modulation of integrin-ligand binding affinity and ECM remodeling [11,12]. Deletion of focal adhesion protein PINCH1 or FAK in NCCs results in defective TGFβ signaling and impaired SMC differentiation of mutant cardiac NCCs. However, migration of FAK or PINCH1 mutant cardiac NCCs into the OFT is normal [13,14]. Interestingly, PINCH1 mutant embryos presented a hyperplastic common arterial trunk that is distinct from that seen in FAK mutants, suggesting distinct roles in NCC and OFT morphogenesis.

ILK, a key component of focal adhesion complex, binds to the cytoplasmic domain of β1 and β3 integrins and several key actin binding proteins and adaptors [12]. ILK has been shown to act as a serine/threonine kinase to directly phosphorylate and activate downstream signaling molecules including Akt and glycogen synthase kinase 3β (GSK3β) [12,15,16]. However, a recent *in vivo* study has shown that the kinase activity of ILK is dispensable; instead, the pseudokinase domain of ILK acts as a protein interaction domain essential for recruitment of several adaptors and signaling molecules, including parvins [17,18]. Genetic studies have revealed an essential role for ILK during embryogenesis [19-21]. Deletion of ILK in mice leads to peri-implantation lethality, which resembles that of integrin β1 or PINCH1 knockouts [21-24]. Genetic studies in different contexts have revealed distinct requirements for ILK in ECM deposition/assembly, migration, proliferation and survival [25-29]. Due to early embryonic lethality of ILK null mice, the role of ILK in NCC and OFT development is unknown.

In this study, we ablated ILK specifically in NCC using the Wnt1-Cre transgene. Deletion of ILK in NCC resulted in abnormal NCC migration to the pharyngeal arches and the OFT and impaired smooth muscle differentiation. ILK mutant embryos present an enlarged common arterial trunk similar to that of PINCH1 mutants, but strikingly different from that of other mutants reported previously, suggesting a unique role of ILK-PINCH1 in cardiac NCC and a previously unappreciated role for cardiac NCC in OFT formation.

## Results

### Generation of mice with ILK deletion specifically in the neural crest cells

We analyzed expression of ILK in the OFT during development. RNA *in situ* hybridization (ISH) with a probe to ILK revealed ubiquitous expression of ILK in mouse embryos at E8.5 and E9.5 (Additional file 1: Figure S1A,B,B’). Immunostaining with ILK antibody and β-galactosidase (β-gal) staining of adjacent sections from Wnt1-Cre; Rosa-LacZ embryos at E10.5 showed that ILK was expressed in the OFT, including the OFT mesenchyme that was colocalized with Wnt1-Cre lineage (β-gal+) (Additional file 1: Figure S1C-E). Furthermore, immunostaining of cultured NCCs with antibodies to ILK and Sox10, a neural crest marker, revealed expression of ILK in the cytoplasm and focal adhesions of NCCs (Additional file 1: Figure S1F-H).

To investigate the role of ILK in NCC and OFT morphogenesis, we ablated ILK specifically in NCCs using Wnt1-Cre. Floxed ILK (ILK^f/f^) [27] mice were crossed with *Wnt1-Cre* mice. Resulting ILK heterozygous mice (Wnt1-Cre;ILK^f/+^) were viable, fertile and did not present any phenotypes, and thus were used as a littermate control in this study. Wnt1-Cre;ILK^f/+^ mice were backcrossed with ILK^f/f^ mice to generate NCC-specific ILK mutant mice (NKO). Ablation of ILK expression in neural crest derivatives of the OFT was confirmed by ILK immunostaining (Additional file 1: Figure S1I-L).

### Deletion of ILK in NCCs resulted in embryonic lethality and OFT malformation

To visualize the morphology of the OFT and pharyngeal arch arteries, we did ISH analysis of NKO and control littermates at E10.5 with a probe to connexin 40 (C×40) that is expressed in vascular endothelial cells, thus outlining the blood vessels [30]. At E10.5, the pharyngeal arteries of NKO mutant embryos displayed a pattern similar to that of control littermates (Figure 1A,B). However, a notable dilation of NKO mutant OFT was observed at this early stage (Figure 1B, arrow). From E11.5 onwards, NKO mutant embryos exhibited progressive OFT dilation, hypoplastic thymus and frequent cranial hemorrhage (Figure 1C-F). All NKO mutant embryos died around E13.5. At E13, control littermates exhibited well-defined aorta and pulmonary arteries, but NKO mutant OFT embryos displayed an enlarged common trunk that was stiff and difficult to separate from surrounding tissues (Figure 1E,F, common arterial trunk (CAT)). Histological analysis of control (Figure 1G,I,K,M,O) and NKO mutant (Figure 1H,J,L,N,P) embryos at E11.5 and E13 revealed that NKO mutant OFTs were markedly dilated and protruded in between the tongue and pharynx, pushing the tongue ventrally, and the pharynx of NKO mutants became deformed at E13 (Figure 1L, arrow). Furthermore, we observed ventricular septal defect (VSD), a thinner ventricular myocardium compact zone (Figure 1O,P) and shortened mandibles (Figure 1K,L) in NKO mutants at E13. Furthermore, MRI and 3D reconstruction of control and NKO mutant hearts at E13 revealed severe cardiovascular defects in NKO mutant embryos, including VSD and right ventricular outflow tract (RVOT) and a markedly dilated CAT that appeared to be formed by inclusion of all segments of the OFT and proximal parts of the pharyngeal arch arteries (Figure 1Q-T).

**Figure 1:**
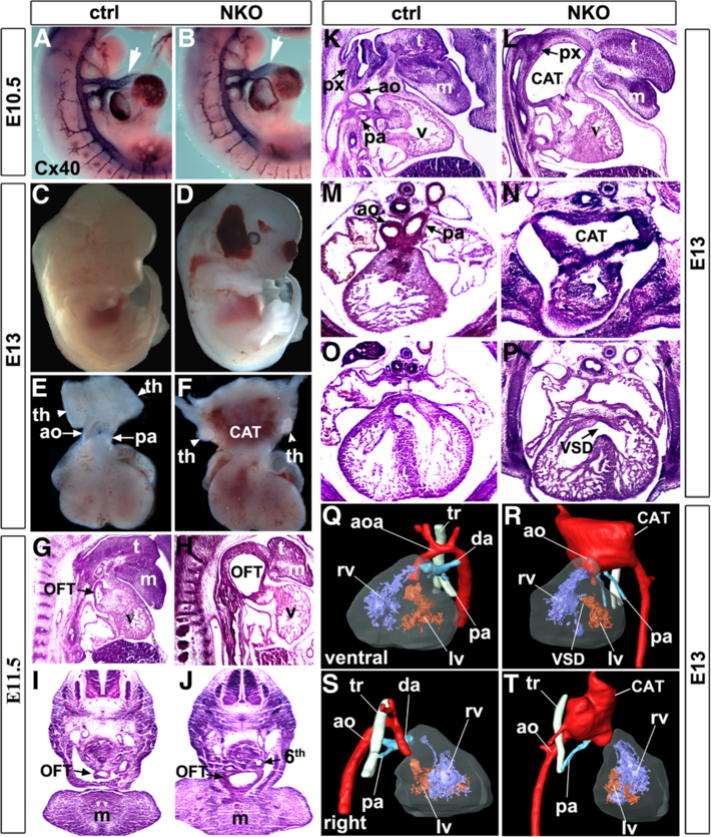
**Outflow tract (OFT) malformation in neural crest cell (NCC)-specific integrin-linked kinase (ILK) knockout (NKO) mutant mice. (A,B)***In situ* hybridization with a probe to connexin 40 (Cx40) showing an enlarged OFT in E10.5 NKO mutant embryo (arrow). **(C,D)** Cranial hemorrhage in the nasal and temporal regions of NKO mutant head at E13. **(E,F)** An enlarged common arterial trunk (CAT) and hypoplastic thymus (th, arrowhead) in NKO mutants at E13, compared to a well-defined aorta (ao) and pulmonary artery (pa) in control littermates. **(G-J)** A markedly enlarged OFT in E11.5 NKO mutant embryos that protrudes in between the tongue and pharynx ((G,H), saggital section; (I,J), transection; 6th, sixth arch artery). **(K-P)** An enlarged CAT, ventricular septal defect (VSD), thinner ventricular myocardium, hypoplastic mandible (m) and deformed pharynx (px) in NKO mutant embryos at E13 ((K,L), saggital section; (M-P), transection). **(Q-T)** MRI and 3D reconstruction of control and NKO mutant hearts at E13 ((Q,R), ventral view; (S,T) right view) show VSD, right ventricular outflow tract (RVOT) and a large CAT in NKO mutants. *aoa* aortic arch, *da* ductus arteriosus, *lv* left ventricle, *rv* right ventricle, *t* tongue, *tr* trachea.

### Premature emigration and altered migration pattern of cardiac NCC in NKO mutant embryos

Wnt1-Cre lineage analysis was performed to examine the migration and colonization of NKO mutant cardiac NCCs into the pharyngeal arches and OFT. Wnt1-Cre; ILK^f/+^ mice were crossed with ILK^f/f^ mice on a Rosa-LacZ [31] or Rosa-tdTomato [32] reporter background that allows us to visualize NCCs by β-gal staining and tdTomato Red. At E8.5 (5 to 6 somites, S5, S6), a slightly increased number of β-gal+/tdTomato + cells were observed in the cranial mesenchyme and the forming first pharyngeal arch (trigeminal neural crest-tg) of NKO mutants (Figure 2A,B,G,H, tg). Few, if any, control postotic NCCs were found in the paraxial mesoderm underneath the neural plates (Figure 2A-A’, arrow, inset; 2G’). In contrast, a substantial number of postotic NCCs of somite-matched NKO mutant embryos at E8.5 (S5) were found to migrate to the paraxial mesenchyme (Figure 2B-B’, arrow, inset; 2H’), suggesting ablation of ILK resulted in premature NCC emigration. Control cardiac NCCs at E9 (16 to 18 somites) migrated as distinct streams en route to pharyngeal arch 3, 4, 6 and the OFT, a few of which migrated into the aortic sac (Figure 2C,C’, arrow). In contrast, a significant increase in the number of NKO mutant NCCs at E9 (somite-matched) was observed in cranial regions and the first and second pharyngeal arches (Figure 2D). Migration of postotic NCCs of NKO mutants appeared to be diffuse and the caudal stream seemed slightly wider in the NKO mice (Figure 2D, arrow). Histological analysis revealed an increased number of NCCs accumulated in the pharyngeal arches and aortic sac in NKO mutant embryos at E9.0 and some NCCs had prematurely migrated into the OFT (Figure 2D’). At E10.5, cardiac NCCs of control embryos started to migrate into the OFT up to the conotruncal junction and colonized the subendocardial mesenchyme of the outflow cushion (Figure 2E,E’,E”, red arrowhead). In somite-matched NKO mutants, the OFT and the third pharyngeal arch were significantly enlarged and a marked increase in the number of NCCs was found in the pharyngeal mesoderm. Within the OFT, NKO mutant NCCs migrated beyond the conotruncal junction and invaded entire layers of the OFT (Figure 2F,F’,F”, red arrowhead). At E13, histological analysis of the aortic arch and proximal OFT revealed that the OFT of control littermates were separated into aorta and pulmonary arteries, and control NCCs contributed to a subpopulation of mesenchymal cells (tdTomato Red+) of aortic arch, aorta, pulmonary artery and OFT cushion (Figure 2K,K’). However, the OFT of NKO mutants at E13 exhibited an enlarged common trunk with a significantly increased number of NCCs (tdTomato Red+) (Figure 2L,L’).

**Figure 2:**
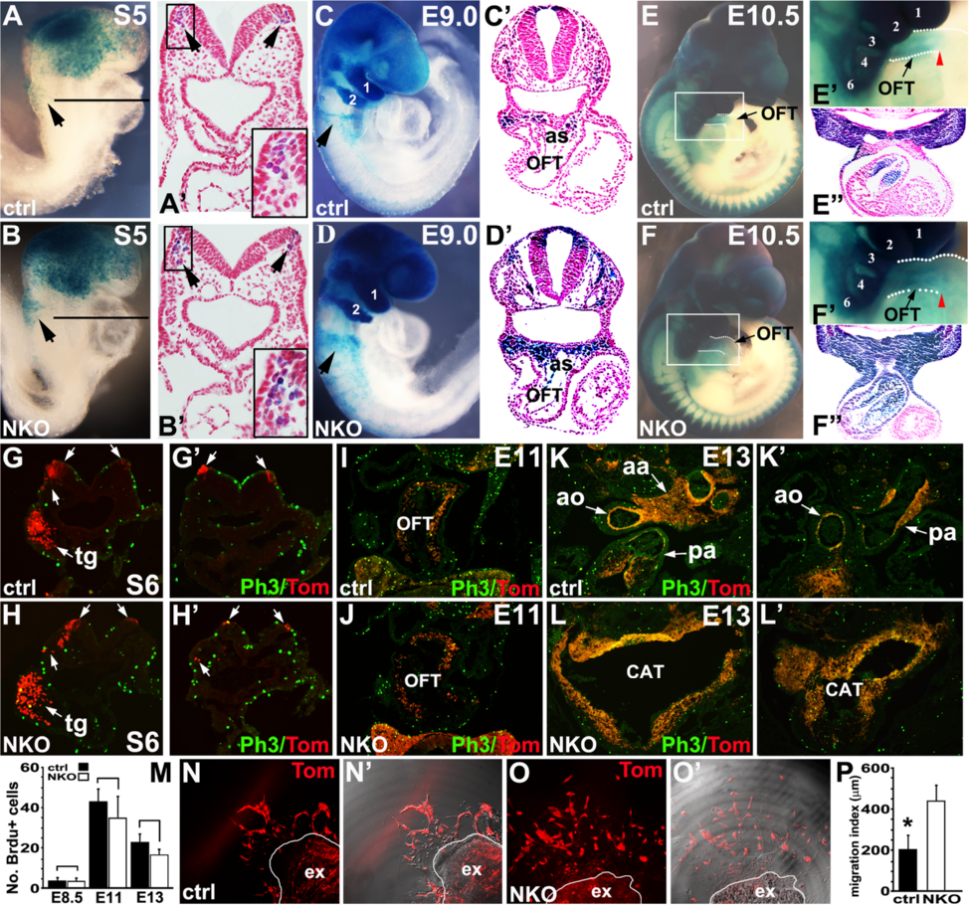
**Fate mapping analyses of neural crest cell (NCC) migration in control and NCC-specific integrin-linked kinase (ILK) knockout (NKO) embryos. (A-B’)** β-Galactosidase (β-gal) staining at E8.5 (5 somites) shows a slightly increased number of NCCs in the first pharyngeal arch and premature migration of postotic NCCs ((B,B’), arrow, inset). **(C-D’)** The caudal stream of postotic NCCs in NKO mutant mice seems wider compared to control embryos at E9.0 ((C,D), arrow) and there is significant accumulation of NCCs in the cranial region, the pharyngeal arches and circumpharyngeal region (C,D), some of which have prematurely migrated into aortic sac (as) and the outflow tract (OFT) (C’,D’). **(E,F”)** Compared to control littermates at E10.5 **(E’,E”)**, there are significantly increased NKO mutant NCCs in the pharyngeal arches 3 to 6. NKO mutant NCCs migrate beyond the conotruncal junction and populate entire layers of the OFT ((F’,F”) red arrowhead). **(G-M)** immunostaining with phosphohistone H3 (Ph3) antibody revealed a similar rate of proliferation in NCCs (tdTomato+) in the dorsal neural tube and surrounding mesenchyme at E8.5 (S6) (G-H’), and in NCC derived cells (tdTomato+) within the OFTs at E11 (I,J) and E13 (K-L’). Note that, in NKO mutant embryos at E8.5 (S6) (H,H’), there were a significantly increased number of cranial NCCs migrating into paraxial mesenchyme (H), and premature postotic NCC migration (H’). It should also be noted that the sections shown in (G) and (H) are tilted. NKO mutant hearts at E13 exhibit enlarged CAT compared to control littermates ((K,L), aortic arch/distal OFT; (K’,L’) proximal OFT) (*aa* aortic arch, *ao* aorta, *pa* pulmonary artery, *tg* trigeminal neural crest). Quantitative analysis of Ph3+/tdTomato + cells (mitotic index) (M). **(N-O’)** Neural tube explants (ex) cultures show abnormal migration of NKO mutant NCCs (O,O’) compared to control NCCs. Panels (N’) and (O’), phase contrast and tdTomato Red merging pictures. **(P)** Quantitative analysis of migration index/areas of NKO mutant and control NCCs.

An increased number of NCCs in the pharyngeal arches and OFT of NKO mutant embryos may be due to increased NCC proliferation and reduced cell death. We examined NCC proliferation by phosphohistone H3 (Ph3) antibody staining at E8.5 (Figure 2G,H, cranial level; G’,H’, postotic level), E11 (Figure 2I,J) and E13 (Figure 2K-L’). Mitotic indices were determined by counting the number of cells per section that were doubly positive for tdTomato Red (NCCs) and Ph3 staining, normalized to the total number of NCCs and derivatives (tdTomato+) within the pharyngeal arteries and OFTs of NKO mutant and control embryos (Figure 2M). We did not observe significant change in proliferation in the pharyngeal and OFT regions of NKO and control littermates. We also performed terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining to measure neural crest cell death and no significant change in cell death in the pharyngeal and OFT regions of NKO and control littermates was observed at different developmental stages (data not shown).

We further examined the rate and pattern of NCC migration in neural crest explant culture from E8.5 NKO mutant and control embryos. NKO mutant NCCs on fibronectin coated plates were able to migrate out of neural tube explants. However, after 24 h, most NKO mutant NCCs rounded up and detached, suggesting defective adhesion. We cultured neural crest explants embedded in mitrogel. After 24 h, some control NCCs (tdTomato Red+) started to migrate out as distinct streams (Figure 2N,N’). However, NKO mutant NCCs migrated earlier (12 to 24 h after incubation) and lost their stream-like migration pattern as individual cells (Figure 2O,O’). Quantitative analysis of NCC migration [33] revealed that NKO mutant NCCs migrated significantly longer distances and to a bigger outgrowth area (Figure 2P) compared to control NCCs.

### Reduced focal adhesion and Akt phosphorylation, and impaired cytoskeleton organization in NKO mutant NCCs

To examine the formation of focal adhesion complexes of mutant NCCs in culture, we examined expression of paxillin and parvin, two key components of the focal adhesion complex. In control NCCs, expression of paxillin and parvin displayed a well organized pattern associated with focal adhesions (Figure 3A,C). In NKO mutant NCCs, expression of paxillin in focal adhesions appeared to be diffuse. However, expression of parvin and PINCH1 were relatively normal revealed by immunostaining and western blot (Figure 3B,D, and data not shown).

**Figure 3:**
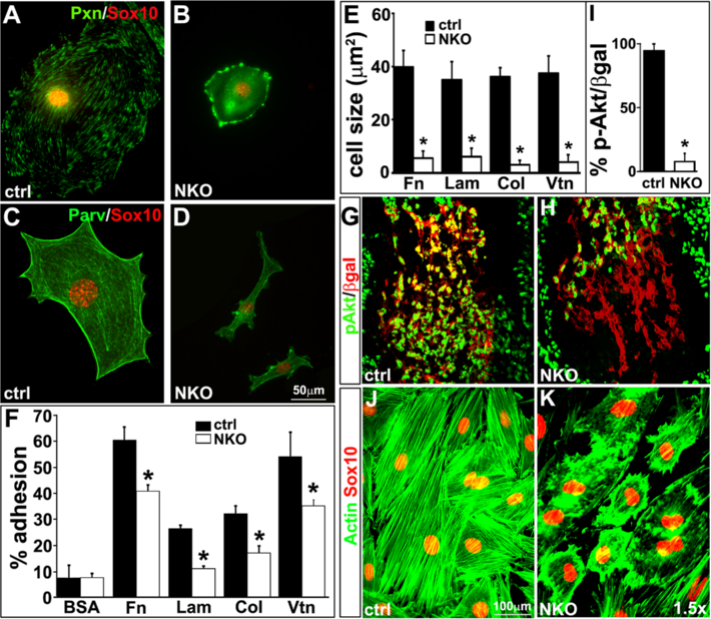
**Reduced cell adhesion and disorganized cytoskeleton of neural crest cell (NCC)-specific integrin-linked kinase (ILK) knockout (NKO) mutant NCCs. (A-D)** In control NCCs, paxillin and parvin are expressed in a punctate pattern, associated with the focal adhesions. However, in ILK mutant NCCs, paxillin expression is diffuse, while parvin expression appears to be normal. **(E,F)** Adhesion and spreading of ILK mutant NCCs (ILK^f/f^;Cre^+^) on fibronectin (Fn), laminin (Lam), collagen (Col) and vitronectin (Vtn) are impaired. **(G-I)** Reduced Akt phosphorylation in NCCs of NKO mutant OFT. **(J,K)** Immunostaining with antibodies to actin and Sox10 show well-aligned actin filaments in control NCCs. However, ILK^f/f^;Cre^+^ mutant NCCs exhibit excessive small protrusions and a large accumulation of cortical actin in the cell cortex.

NCCs express multiple integrin subtypes with differential binding affinity to distinct ECM ligands. To test whether deletion of ILK selectively affected the adhesive function mediated by particular integrins, we assayed adhesion of NKO mutant and control NCCs to different integrin ligands. Because of difficulty of isolating enough NCCs from NKO mutant embryos, we established an ILK^f/f^ NCC culture and ablated ILK expression *in vitro* by infection of Cre recombinase adenoviruses [28]. For this experiment, ILK^f/f^ NCCs were infected with Cre or control adenoviruses, and cultured for additional 48 h and then used to examine adhesion and spreading of ILK mutant (ILK^f/f^;Cre^+^) and control NCCs (ILK^f/f^;Cre^-^) on different substrates. ILK mutant NCCs on all substrates tested exhibited progressive cell shrinkage (Figure 3E,K) and detachment during the course of culture. Adhesions of ILK mutant NCCs to fibronectin, laminin, collagen and vitronectin were markedly reduced (Figure 3F) suggesting that in NCCs, ILK is required for adhesion to multiple classes of integrins.

Activation of integrins leads to Akt phosphorylation and cytoskeleton reorganization required for cell growth, survival and migration. Coimmunostaining with antibodies to β-gal and phosphorylated Akt revealed a significant reduction in Akt phosphorylation in NKO mutant NCCs compared to the control (Figure 3G-I). In culture, control NCCs were polarized with well-aligned actin filaments. However, in ILK mutant NCCs 48-h post-viral infection, there was a large accumulation of cortical actin in the cell cortex and a significant increase in short, randomized filapodia-like protrusions (Figure 3J,K).

### Reduced ECM deposition and cell-cell adhesion in NKO mutant embryos

We examined whether impaired integrin-ILK signaling resulted in changes in ECM expression in NKO mutant OFTs by immunostaining. We observed significantly reduced expression of laminin and fibronectin in NKO mutant OFT at E9.5 relative to control (Figure 4A-D). At E13, elastin, a key component of the elastic matrix of the great vessels, was expressed in the aortic arch of control embryos. However, elastin expression in NKO mutant OFT was significantly reduced (Figure 4E,F). In addition, microarray analysis of RNAs from NKO mutant and control NCCs revealed significantly reduced expression of several ECM components (Additional file 2: Table S1), selected targets were confirmed by quantitative polymerase chain reaction (qPCR) studies, including lamb1, col9a3, col8a2 and Fndc5 (Figure 4G).

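In cardiac NCCs sorted from the OFT at E10.5, array signals for these 4 genes were lower in both NKO samples than in both control samples (n = 2 pooled samples per genotype). Lamb1-1, which encodes a laminin β chain of basement membranes, had intensities of 53.5 and 50.5 in the controls and 31.6 and 22.4 in the NKO mutants, a log2 fold change of −0.67 (standard error 0.12) or a 1.59-fold lower level. Col9a3, a chain of the cartilage collagen IX, had a log2 fold change of −0.56 (standard error 0.10). For Fndc5, the precursor of irisin with a fibronectin type III domain, it was −0.42 (standard error 0.12), and for Col8a2, a chain of the short-chain collagen VIII, −0.27 (standard error 0.066). Of 50 ECM genes, 5 had a probe set in the authors' deposited table of differing probe sets, and all 5 were lower, among them Dcn, the proteoglycan decorin, at −0.23 (standard error 0.070), and Mfap4, a microfibril-associated glycoprotein, at −0.25 (standard error 0.087). Against the other named genes of that table, this split had an adjusted p of 0.0472 in a two-sided Fisher's exact test, and 0.119 once dim probe sets were left out. The paper names 3 of the 5, and all 5 had been selected by the authors as differing on these arrays, so that the list is not independent evidence. Fold changes are on the log2(intensity + 16) scale, which understates those of dim genes such as Lamb1-1. With limma over all 45037 probe sets, 0 of the 5 had an adjusted p under 0.05, against 5 at an unadjusted p under 0.05, 5 when adjusted over the list alone and 4 in limma with an intensity trend and robust moderation.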

**Figure 4:**
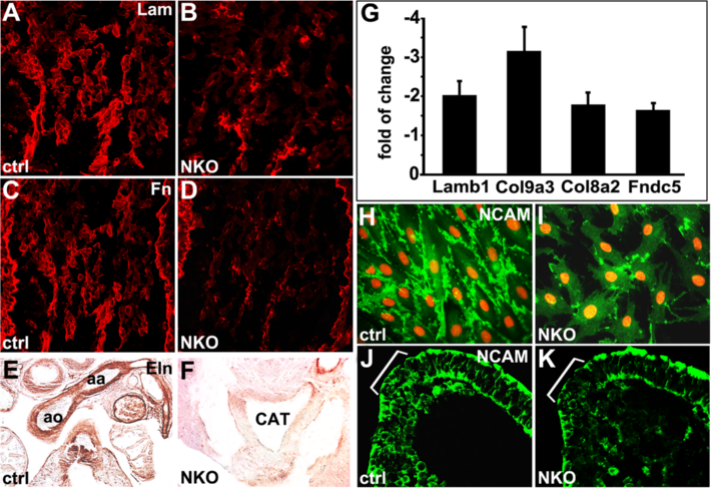
**Reduced extracellular matrix (ECM) deposition and neural cell adhesion molecule (NCAM) expression in neural crest cell (NCC)-specific integrin-linked kinase (ILK) knockout (NKO) mutants. (A-F)** Significantly reduced expression of laminin and fibronectin at E9.5 and elastin at E13 in NKO mutant OFT. **(G)** Reduced expression of Lamb1, Col9a3, Col8a2 and Fndc in NKO mutant NCCs revealed by quantitative polymerase chain reaction (qPCR) experiments. **(H-K)** NCAM expression is significantly reduced in ILK mutant NCCs, but it remains at cell-cell contacts compared to control NCCs. ILK^f/f^;Cre^+^ mutant NCCs display excessive filapodia-like protrusions **(I)**. **(J,K)** Reduced NCAM expression in dorsal neural tube of NKO mutants (brackets).

We further investigated whether deletion of ILK resulted in defective cell-cell adhesions by examining the expression of NCAM that is required for NCC migration [34]. In culture, control NCCs were elongated and established proper cell-cell contacts and alignment. Clusters of NCAM were found at the cell-cell contacts of control NCCs (Figure 4H). However, ILK mutant (ILK^f/f^;Cre^+^) NCCs in culture tended to be separated with markedly reduced NCAM expression (Figure 4I). Consistent with this, we observed a significant reduction in NCAM expression in the dorsal neural tube of NKO mutant embryos at E8.5 (Figure 4J,K, brackets).

### Reduced TGFβ signaling and smooth muscle differentiation in NKO mutant OFT

Differentiation of cardiac NCCs to OFT smooth muscle was assessed by immunostaining with an antibody to α-smooth muscle actin (α-SMA) and NCC lineage marker (tdTomato Red). In contrast to control OFT with well-formed smooth muscle layers (Figure 5A,A’), α-SMA expression in E12.5 NKO mutant OFT that were derived from NCCs (tdTomato Red+) was greatly reduced (Figure 5B,B’, arrow), although smooth muscle differentiation from non-NCCs (tdTomato Red-) appeared to be relatively normal (Figure 5B,B’, arrowhead). It has been reported that TGFβ2 signaling can affect OFT development [35,36], we examined TGFβ2 expression and its downstream mediator Smad2 activation at E9.5 in ILK mutants. Wholemount ISH revealed markedly reduced TGFβ2 expression in NKO mutant OFT relative to control (Figure 5C,D, arrow). In addition, western blot using ILK^f/f^;Cre^+^ mutant and control NCCs revealed significantly reduced TGFβ2 expression and Smad2 phosphorylation, although the total Smad2 level was not changed (Figure 5E, E’).

**Figure 5:**
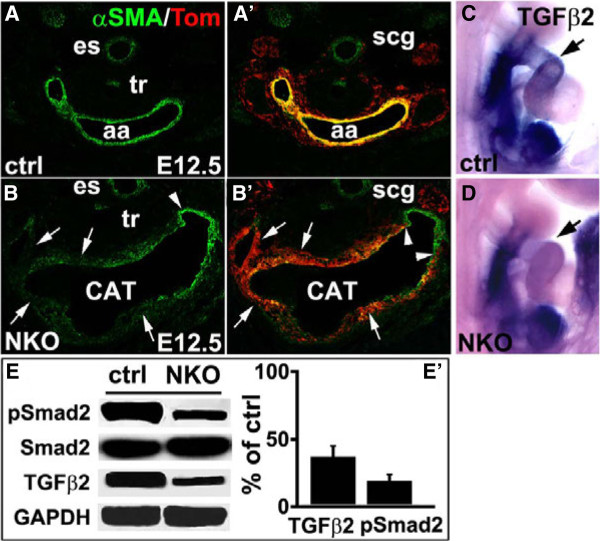
**Reduced smooth muscle differentiation and transforming growth factor β2 (TGFβ2) signaling in neural crest cell (NCC)-specific integrin-linked kinase (ILK) knockout (NKO) mutant outflow tract (OFT). (A-B’)** Reduced expression of α-smooth muscle actin (αSMA) in NKO mutant aortic arch (aa) that is derived from NCCs (tdTomato+) (B,B’, arrow) at E12.5. Smooth muscle differentiation from non-neural crest (tdTomato-) appears to be normal (B,B’, arrowhead) (*es* esophagus, *scg* superior cervical ganglia, *tr* trachea). **(C-D)** Reduced TGFβ2 expression in E9.5 NKO mutant OFT (arrow) revealed by wholemount *in situ* hybridization. **(E)** Western blot using ILK^f/f^;Cre^+^ mutant and control NCCs with antibodies to TGFβ2 and total Smad2 and phosphorylated Smad2. **(E')** quantitative assessment of western blot results (E) showing reduced TGFβ2 expression and Smad2 phosphorylation.

### Microarray analysis of the OFT of NKO mutants and control littermates

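Cardiac NCCs were taken at E10.5 from embryos that lack ILK in the neural crest through Wnt1-Cre (NKO mutants) and from control littermates. Dissected OFTs of one genotype were pooled and digested to single cells. Cells of the NCC lineage, marked by a lacZ reporter, were stained with FDG, which β-galactosidase turns into a fluorescent product, and collected by FACS. Cells of several sorts were pooled before RNA extraction, and the labels give 2 biological replicates per genotype, each on 1 Affymetrix mouse genome array. The labels call the controls wild type, whereas the paper gives them as Wnt1-Cre;ILK f/+. The labels also name Trizol and the standard Affymetrix labeling, whereas the methods name the RNeasy Mini kit and the MessageAmp II kit.

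Ilk, the deleted gene, gave intensities of 809.5 and 800.7 in the control samples and of 467.7 and 386.7 in the NKO samples. This is a log2 fold change of −0.90 (standard error 0.11), or 1.86-fold lower, in the direction of the labels. The adjusted p was 0.493 with limma, and ranged from 0.000249 to 0.986 over other settings of limma. Which exons the Ilk probe set covers is not given in the sources used here.

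The deposited values are linear intensities that the authors had normalized, according to the submitters' processing notes with Affymetrix Expression Console. Their algorithm is not given in the sources used here. Over the 45101 rows, the median intensity was 77.2 and 75.9 in the controls and 79.3 and 76.5 in the NKO mutants, so no further scaling was applied. The 45037 probe sets other than Affymetrix controls were compared on the log2(intensity + 16) scale with limma, with Benjamini-Hochberg adjustment. An offset of this kind narrows the fold changes of dim genes. The number of arrays limits the precision, since with 2 samples against 2 a two-sided permutation test cannot give a p below 0.333.

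Gene names came from the authors' deposited table of the 766 probe sets that differed between the genotypes in their own test, VAMPIRE, at a Bonferroni threshold of 0.05. In the authors' deposited table, 612 probe sets carry 1 gene name, 39 carry several and 115 carry none. Any gene named from the arrays had therefore already been selected as different by the authors. A gene with several probe sets named there is represented by the brightest of them. A brighter probe set that did not differ in the authors' test carries no name here and could not be chosen.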

To gain insight into genetic programs required for NCC and OFT development, we performed microarray analysis of cardiac NCCs that were fluorescence-activated cell sorting (FACS)-sorted from the OFT of NKO mutant and control littermate embryos at E10.5 (Additional file 2: Table S1). Microarray data were submitted to the Gene Expression Omnibus database under GEO accession numbers GSE41179. 

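Neuronal genes and platelet genes were among the largest increases in NKO mutant NCCs. Among the 10 increased genes with the smallest limma p, of those at least 1.5-fold higher and brighter than the median probe set, were the neuronal genes Sncg, Stmn3, Nefm, Nefl and Neurod1, the glial gene Fabp7, the platelet chemokine genes Pf4 and Ppbp and the bone matrix gene Spp1. Their log2 fold changes lay between 0.77 (Neurod1) and 1.48 (Sncg). Only 5 decreased genes met the same rule, and with Ilk these were Afp, the fetal serum protein of yolk sac and liver, at −1.56 (standard error 0.079), Pth, the histone variant gene H2afv at −0.75 (standard error 0.056) and the atrial peptide gene Nppa. Of 17 gene lists tested for direction, the platelet list, with all 12 listed genes higher, and the skeletal muscle, heart muscle and ECM lists, with all 11, 9 and 5 lower, had an adjusted p under 0.05 in a two-sided Fisher's exact test against the other named genes. The platelet list did not without the genes that the paper names, nor did the ECM list with dim probe sets left out (adjusted p = 0.119 for each in the same Fisher's exact test). This test counts genes as independent, whereas genes of 1 cell type can move together in the same 2 samples per genotype. Its p does not measure variation between samples. Of all 548 named genes, 324 were higher and 224 lower.

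Over all 45037 probe sets, 129 were at least 1.5-fold higher and 71 at least 1.5-fold lower in the NKO mutants. In 128 and 70 of these, both NKO samples lay beyond both controls, an order that the cutoff itself favors. Splits of the 4 arrays that put 1 control and 1 NKO sample in each group gave 104 and 140 probe sets at 1.5-fold, against 200 between the genotypes. In limma with an intensity trend and robust moderation, these splits each passed 0 probe sets, against 520 between the genotypes. In such splits the genotype difference adds to the spread within groups, which lowers these counts. The counts were 110 and 87 with each array centred on its median and 117 and 78 with quantile normalization. They were 243 and 152 without the second control sample, 255 and 145 without the first, 226 and 218 without the first NKO sample and 387 and 259 without the second. With limma, 0 probe sets had an adjusted p under 0.05 (lowest 0.276), 2331 were higher and 1641 lower at an unadjusted p under 0.05 (1900 and 2079 with each array centred on its median), and 520 passed in limma with an intensity trend and robust moderation, 313 higher and 207 lower. The methods' test passed 3973 probe sets at their threshold, 125 with the 1.5-fold cutoff and 0 after Benjamini-Hochberg adjustment.

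**Figure D1:**
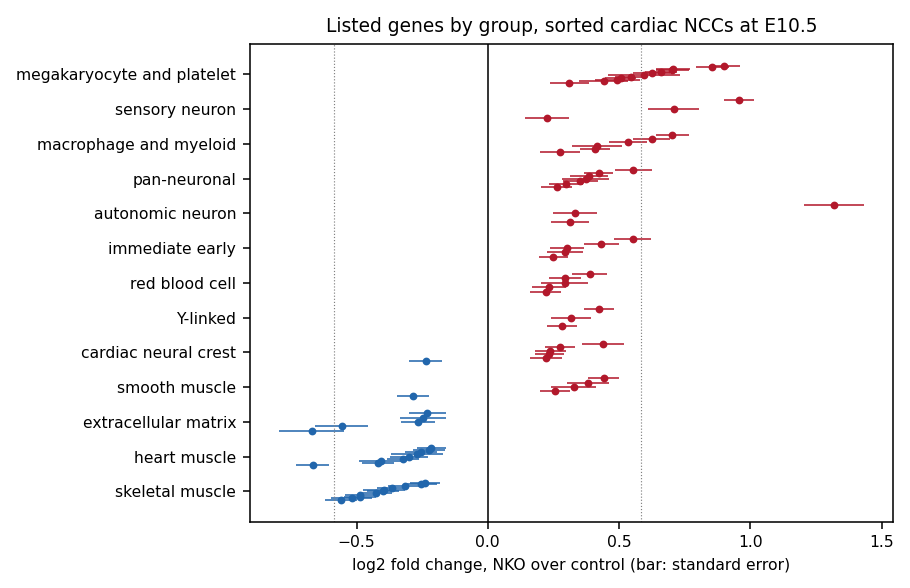
Log2 fold change of NKO over control on the horizontal axis for listed genes, by group on the vertical axis, with 1 point per gene and bars for limma's standard error (n = 2 samples per genotype), red above 0 and blue below. Dotted lines mark 1.5-fold in either direction. Points of the platelet group lie between 0.31 and 0.90, and those of the skeletal muscle group between −0.56 and −0.24.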

Consistent with the observed phenotypes, our data revealed significant changes (fold of change ≥ ±1.5) in the expression of genes associated with migration/cytoskeleton/ECM, muscle/heart development, neurogenesis and osteogenesis (Additional file 2: Table S1).

Among genes implicated in migration/cytoskeleton/ECM, we found increased expression of Plek, Fermt3 and Ly86, but decreased expression of Col9a3, Lamb1-1, St3gal4 and Limk1. 

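Plek, which encodes the platelet and leukocyte substrate pleckstrin, had intensities of 176.8 and 166.6 in the controls and 290.5 and 288.5 in the NKO mutants, a log2 fold change of 0.70 (standard error 0.062). Fermt3, the kindlin of blood cells that activates integrins, was higher by 0.62 (standard error 0.071), and Ly86, a partner of a Toll-like receptor homolog on immune cells, by 0.54 (standard error 0.073). These 3 genes passed the threshold in limma with an intensity trend and robust moderation. St3gal4 and Limk1 have no probe set named in the authors' deposited table and were not analysed here.

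Other genes of blood cells were higher with them. Of 24 megakaryocyte and platelet genes, 12 were listed and all 12 were higher, 7 of them by at least 1.5-fold, among them Rgs18, a regulator of platelet G-protein signaling, at 0.66 (standard error 0.061) and Clec1b, a platelet receptor, at 0.51 (standard error 0.059). The adjusted p of this split was 0.0115 in a two-sided Fisher's exact test against the other named genes and 0.119 without the 4 genes that the paper names. All 6 listed macrophage and myeloid genes were higher (adjusted p = 0.183 in the same Fisher's exact test), among them the complement gene C1qa at 0.41 (standard error 0.057) and the leukocyte integrin gene Itgb2 at 0.42 (standard error 0.096). All 5 listed red blood cell genes were higher as well (adjusted p = 0.183 in the same Fisher's exact test), including Alas2, the heme synthesis enzyme of red cells, at 0.23 (standard error 0.065). The rise of Alas2 was close to the median rise of 0.22 of the Affymetrix hybridization controls, while the median over all probe sets was 0.013. Both listed endothelial genes, Flt1 and Plvap, were higher at 0.32 (standard error 0.11) and 0.29 (standard error 0.071).

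Of 43 genes of integrins and focal adhesions, 6 were listed. Ilk was the lower one, and Fermt3, Itgb3, Itgb2, Zyx and Vcl were higher (adjusted p = 0.535 in the same Fisher's exact test). Rock2, a kinase that drives actomyosin contraction, was the only listed gene of 38 actin regulators, at 0.30 (standard error 0.099). The adhesion genes L1cam, at 0.36 (standard error 0.062), and Ctnnb1, at 0.30 (standard error 0.10), were the only listed members of 24 cell-cell adhesion genes. Among these groups, 0 genes passed limma's adjusted threshold over all probe sets, while 12 of the platelet, 6 of the myeloid, 5 of the red blood cell and 6 of the focal adhesion genes passed at an unadjusted p under 0.05 and when adjusted over the list alone, and 11, 5, 3 and 5 passed in limma with an intensity trend and robust moderation. The authors had selected all of these genes as differing on these arrays.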

We found a significant reduction in the expression of genes of muscle differentiation including Myog, Scx, Zfp874, Xist, Neb and Nppa, suggesting reduced myocardialization of NKO mutant OFT. 

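Each of these 6 genes had a lower signal in both NKO samples than in both controls. Nppa, the atrial natriuretic peptide gene of heart muscle, was the lowest at a log2 fold change of −0.67 (standard error 0.063), with intensities of 632.2 and 627.4 in the controls and 402.2 and 379.4 in the NKO mutants. Scx, a transcription factor gene of tendon progenitors, was at −0.57 (standard error 0.070), Myog, the myogenic factor gene of differentiating skeletal muscle, at −0.56 (standard error 0.060), Zfp874, a zinc finger gene, at −0.54 (standard error 0.066) and Neb, the gene of the thin filament protein nebulin, at −0.52 (standard error 0.079). Xist, the RNA that coats the inactive X chromosome of female cells, was at −0.49 (standard error 0.057).

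The wider muscle lists had the same direction. Of 22 skeletal muscle genes 11 were listed and all 11 were lower, including the myogenic factor gene Myf5 at −0.48 (standard error 0.060), the embryonic myosin gene Myh3 at −0.49 (standard error 0.061) and Myod1 at −0.32 (standard error 0.066). This split had an adjusted p of 0.00078 in a two-sided Fisher's exact test against the other named genes, and 0.00434 without the 2 genes that the paper names. Such a p counts genes as independent and does not measure variation between samples. All 9 listed heart muscle genes of 26 were lower too (adjusted p = 0.00246 in the same Fisher's exact test, and 0.00542 without Nppa), with the titin gene Ttn at −0.42 (standard error 0.060), the phospholamban gene Pln at −0.32 (standard error 0.061) and the troponin gene Tnnt2 at −0.23 (standard error 0.061). None of the 11 skeletal muscle genes reached 1.5-fold, and Nppa alone did among the heart muscle genes. Larger decreases were found for the serum protein genes Afp, at −1.56 (standard error 0.079), and Alb, at −0.89 (standard error 0.11) on a dim probe set.

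Y-linked genes had the opposite direction to Xist. Ddx3y, Kdm5d and Uty, the 3 listed genes of 8 on the Y chromosome, were higher in both NKO samples at 0.42 (standard error 0.058), 0.28 (standard error 0.056) and 0.32 (standard error 0.076), with an adjusted p of 0.423 for the list in the same Fisher's exact test. With limma over all probe sets, 0 of these genes had an adjusted p under 0.05. At an unadjusted p under 0.05 and when adjusted over each list alone, 11 skeletal muscle, 8 heart muscle and 3 Y-linked genes passed, as did 8, 7 and 3 over all probe sets in limma with an intensity trend and robust moderation. All of them had been selected by the authors on these arrays.

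**Figure D2:**
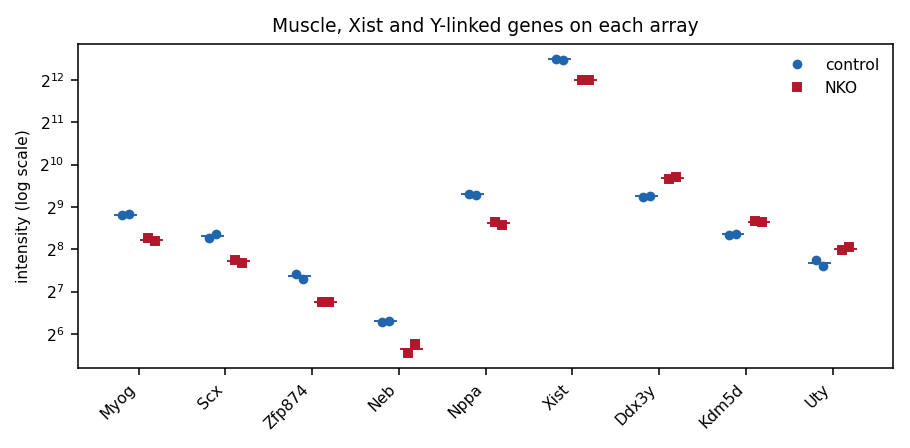
Intensity on a log axis for the 6 lower genes, Xist among them, and 3 Y-linked genes on the horizontal axis, with circles for the 2 control samples, squares for the 2 NKO samples and a line at each mean. The NKO squares lie below the control circles from Myog to Xist, and above them for Ddx3y, Kdm5d and Uty.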

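Sall4, a transcription factor gene also known from pluripotent cells, had intensities of 468.9 and 440.7 in the control samples and of 676.7 and 675.6 in the NKO samples. Its log2 fold change was 0.56 (standard error 0.063), or 1.47-fold, with a limma adjusted p of 0.459. Sall4 passed the threshold in limma with an intensity trend and robust moderation.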

Sall4, a zinc finger transcription factor associated with heart and OFT development, was upregulated in NKO mutant [37]. 

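Gp1bb, which encodes a subunit of the platelet receptor for von Willebrand factor, had intensities of 71.3 and 74.9 in the control samples and of 117.3 and 102.1 in the NKO samples. The log2 fold change was 0.49 (standard error 0.085), or 1.41-fold, with a limma adjusted p of 0.538. Gp1bb was the only listed gene among 25 genes of the DiGeorge region, and it is also 1 of the 12 platelet genes that were higher together. The gene of its partner subunit, Gp1ba, was higher by 0.60 (standard error 0.14), and Vwf, the gene of their ligand, by 0.31 (standard error 0.074).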

Gp1bb, a gene located within the DiGeorge syndrome critical region, was upregulated in NKO mutants. 

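Fabp7, a fatty acid binding protein gene of glia, had intensities of 384.5 and 388.4 in the control samples and of 846.4 and 787.4 in the NKO samples, a log2 fold change of 1.05 (standard error 0.066) or 2.07-fold. Sost, the gene of the secreted Wnt antagonist sclerostin, was higher by 0.43 (standard error 0.063), or 1.35-fold. Wfikkn1, which encodes a secreted protein with protease inhibitor domains, was higher by 0.55 (standard error 0.056), or 1.46-fold. Their limma adjusted p values were 0.296, 0.509 and 0.447.

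Few other members of these pathways were listed. In the Notch list of 20 genes, Jag1, a Notch ligand gene, was higher by 0.35 (standard error 0.099) beside Fabp7. In the Wnt list of 27 genes, the antagonist gene Dkk1 was higher by 0.26 (standard error 0.072) beside Sost. Of 34 genes of BMP signaling 6 were listed, 3 higher (Sost, Msx2 and Bmp2k) and 3 lower (Fst, Id2 and Lbxcor1), with an adjusted p of 0.736 in a two-sided Fisher's exact test against the other named genes. Targets of BMP signaling went both ways, with Msx2 at 0.28 (standard error 0.057) and Id2 at −0.29 (standard error 0.075), and Fst, which encodes the antagonist follistatin, was at −0.32 (standard error 0.061). With limma over all probe sets, 0 of the 6 BMP genes passed the adjusted threshold, while 5 passed at an unadjusted p under 0.05, 5 when adjusted over the list alone and 3 in limma with an intensity trend and robust moderation.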

Components of a number of signaling pathways involved in cardiovascular development were upregulated, among which, Sost and Wfikkn1 have been reported to be mediators of TGFβ, BMP and Wnt signaling, and Fabp7 is a direct target of Notch signaling in glial cells. Lbxcor1, downregulated in NKO mutants, is a Smad binding protein and negatively regulates BMP signaling. 

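Lbxcor1, a corepressor gene now named Skor1, had intensities of 79.2 and 118.1 in the control samples and of 82.2 and 41.8 in the NKO samples. The first NKO sample thus lay between the controls. The log2 fold change was −0.58 with a standard error of 0.32 (limma adjusted p = 0.638), so that the difference was less than 2 standard errors, and Lbxcor1 did not pass in limma with an intensity trend and robust moderation either.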

Selected targets were verified by qPCR (Additional file 2: Table S1 and Figure 6A,B).

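Junb, an AP-1 transcription factor gene of the qPCR panel, was dim on the arrays, with intensities of 55.8 and 56.3 in the control samples and of 84.9 and 77.7 in the NKO samples. Its log2 fold change was 0.43 (standard error 0.067), or 1.35-fold, with a limma adjusted p of 0.509. Junb belongs to the immediate early genes, which also respond to tissue dissociation. Of 30 such genes 5 were listed, and all 5 were higher (adjusted p = 0.183 in a two-sided Fisher's exact test against the other named genes). The transcription factor gene Egr1 was at 0.55 (standard error 0.070), the matricellular protein gene Cyr61 at 0.30 (standard error 0.065) and Ier2 at 0.25 (standard error 0.056). Of the 5 genes, 0 had a limma adjusted p under 0.05 over all probe sets, against 5 at an unadjusted p under 0.05, 5 when adjusted over the list alone and 3 in limma with an intensity trend and robust moderation. On the arrays, all 14 genes shown by qPCR in Figures 4G, 6A and 6B had the same direction as in those panels.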

**Figure 6:**
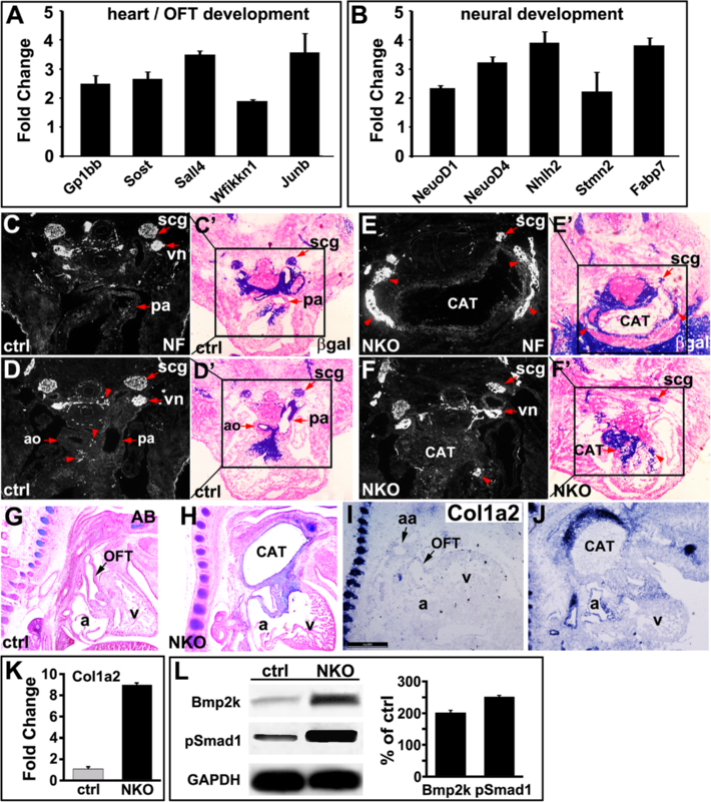
**Ectopic ossification and neurogenesis in neural crest cell (NCC)-specific integrin-linked kinase (ILK) knockout (NKO) mutant outflow tract (OFT). (A,B)** Quantitative polymerase chain reaction (qPCR) verification of upregulated genes in NKO mutant OFT. **(C-F’)** β-Galactosidase (β-gal) and neurofilament staining of adjacent sections of control (C-D’) and NKO mutant samples; (E-F’) show reduced size of superior cervical ganglia (scg) and ectopic innervation/ganglia in NKO mutant OFT ((E,F), red arrowhead). Scale bar: 200 μm; *ao* aorta, *cat* common arterial trunk, *pa* pulmonary artery, *vn* vagal nerve. **(G-J)** Ectopic ossification in the CAT and OFT cushion of NKO mutant hearts at E12.5 revealed by Alcian blue (AB) staining (G,H) and *in situ* hybridization with a probe to Col1a2 (I,J). **(K)** Increased expression of Col1a2 in NKO mutant NCCs revealed by qPCR. **(L)** Increased bone morphogenetic protein 2K (BMP2K) expression and Smad1 phosphorylation in NKO mutant NCC relative to the controls revealed by western blot.

Development of the parathyroid from the third pharyngeal pouch is initiated via inductive signals that involve NCCs. Parathyroid hypoplasia is a primary feature of DiGeorge syndrome. 

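The parathyroid hormone gene Pth had intensities of 161.4 and 150.0 in the control samples and of 69.7 and 51.9 in the NKO samples. The log2 fold change was −1.17 (standard error 0.13), or 2.25-fold lower, with a limma adjusted p of 0.463. Pth passed the threshold in limma with an intensity trend and robust moderation. It was the only listed gene among 13 genes of the parathyroid and thymus primordia. Of 25 genes of pharyngeal epithelium, 0 were in the authors' deposited table, so that no value of that tissue stands beside Pth.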

We found parathyroid hormone (Pth) expression was greatly reduced in NKO mutants (Additional file 2: Table S1).

### Ectopic ossification and neurogenesis in NKO mutant OFT

NCCs have the potential to differentiate into multiple cell types, including osteoblasts and neurons of the peripheral nervous system. 

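Sncg and Stmn3, both of the neuronal cytoskeleton, gave the highest fold changes on the log2(intensity + 16) scale among the genes the paper names. Sncg, which encodes γ-synuclein of peripheral neurons, had intensities of 111.4 and 116.2 in the control samples and of 354.6 and 337.0 in the NKO samples, a log2 fold change of 1.48 (standard error 0.064) or 2.79-fold. The stathmin genes Stmn3 and Stmn2, whose products destabilize microtubules, were higher by 1.36 (standard error 0.064) and 0.60 (standard error 0.072). The neurofilament genes Nefm and Nefl were higher by 0.99 (standard error 0.065) and 0.82 (standard error 0.064). Tubb1, the β-tubulin gene of platelets, was higher by 0.70 (standard error 0.064) and is 1 of the 12 platelet genes that were higher together.

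Genes of neurogenic transcription factors followed, with Neurod1 at 0.77 (standard error 0.059), Neurod4 at 0.62 (standard error 0.069) and Nhlh2 at 0.52 (standard error 0.072). Elavl4, the gene of a neuronal RNA-binding protein, was at 0.68 (standard error 0.068). With Fabp7 and the sodium channel gene Scn9a, the paper names 12 neural genes from these arrays. All 12 were higher and 11 were at least 1.5-fold higher, but they were chosen on these samples, so the count is not independent evidence.

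Neuronal genes that the paper does not name were higher as well. Of 25 pan-neuronal genes 7 were listed and all 7 were higher, including the neuronal β-tubulin gene Tubb3 at 0.56 (standard error 0.070), Rtn1 at 0.42 (standard error 0.056) and the internexin gene Ina at 0.39 (standard error 0.072). This split had an adjusted p of 0.153 in a two-sided Fisher's exact test against the other named genes. The 3 listed of 20 autonomic neuron genes were higher, among them Prph, the gene of the peripheral neuron filament peripherin, at 1.32 (standard error 0.11) and Gata2 at 0.31 (standard error 0.074). So were the 3 listed of 20 sensory neuron genes, Pou4f1, P2rx3 and Six4, of which the transcription factor gene Pou4f1 was at 0.96 (standard error 0.058). Both lists had an adjusted p of 0.423 in the same Fisher's exact test. Of 18 glial and progenitor genes of ganglia, 0 were in the authors' deposited table. Fabp7, higher by 1.05, is not on that list, although the paper gives it as a Notch target in glial cells. With limma over all probe sets, 0 neural genes had an adjusted p under 0.05 (0.276 for Sncg and Stmn3). The 12 genes the paper names passed at an unadjusted p under 0.05, when adjusted over the list alone and in limma with an intensity trend and robust moderation, as did 5 of the 7 pan-neuronal genes in the latter. When adjusted over the list alone, 7 pan-neuronal, 3 autonomic and 2 sensory neuron genes passed. All listed members had been selected by the authors as differing on these arrays, so that these counts are not independent evidence.

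**Figure D3:**
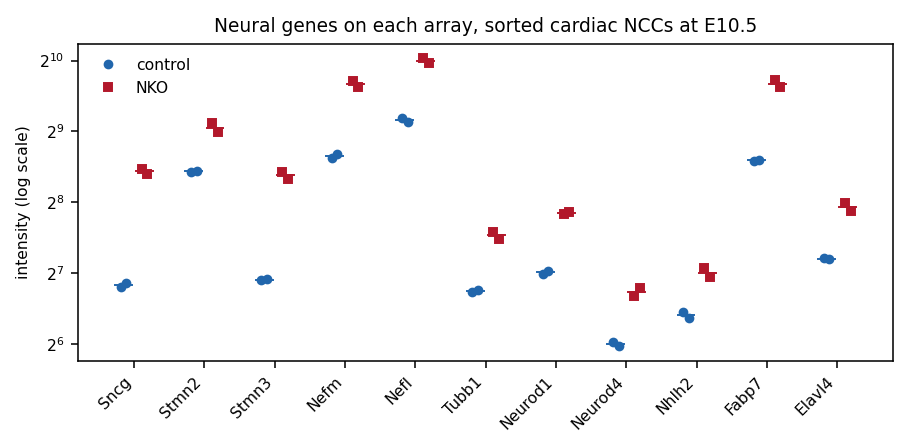
Intensity on a log axis for 11 neural genes on the horizontal axis, with circles for the 2 control samples, squares for the 2 NKO samples and a line at each mean. For each gene both squares lie above both circles, with the widest gaps for Sncg and Stmn3, whose mean intensities without an offset differ 3.04-fold and 2.77-fold.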

Interestingly, in NKO mutant OFT, we found significantly increased expression of genes associated with neural differentiation, including a number of neuronal cytoskeleton and associated proteins (Sncg, Stmn2, 3, Nefm, Nefl, Tubb1) and neural signaling factors (Neurod1, Neurod4, Nhlh2, Fabp7, Elavl4) (Additional file 2: Table S1 and Figure 6B). Neurofilament immunostaining (Figure 6C,D) and β-gal staining (Figure 6C’,D’) of adjacent sections of control embryos at E12.5 revealed the formation of the superior cervical ganglia (scg) and cardiac ganglia (red arrowhead in D) around aorta and pulmonary arteries. However, in NKO mutant embryos at E12.5, we observed ectopic innervation or ganglia in the distal wall of the CAT and within the proximal wall of the OFT (Figure 6E-F’ , red arrowhead).

In addition, a number of genes associated with osteogenesis exhibited altered expression patterns, for example, expression of Spp1 was upregulated, whereas Aspn and Lect1, negative regulators of osteoblast differentiation, were downregulated, suggesting increased ossification (Additional file 2: Table S1). 

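Spp1, the gene of the bone matrix protein osteopontin, had intensities of 95.7 and 103.4 in the control samples and of 184.3 and 180.3 in the NKO samples, a log2 fold change of 0.78 (standard error 0.066) or 1.72-fold. Aspn, which encodes the matrix proteoglycan asporin, was at −0.50 (standard error 0.088) or 1.41-fold lower. Lect1, the gene of the cartilage protein chondromodulin, was at −0.55 (standard error 0.073) or 1.47-fold lower. Of 38 bone and cartilage genes 6 were listed, 3 higher (Spp1, Sost and Msx2) and 3 lower (Lect1, Aspn and Col9a3), with an adjusted p of 0.736 in a two-sided Fisher's exact test against the other named genes. The paper names 5 of these 6 from the same arrays. Of these 6, limma over all probe sets gave 0 an adjusted p under 0.05, against 6 at an unadjusted p under 0.05, 6 when adjusted over the list alone and 6 in limma with an intensity trend and robust moderation.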

Consistent with this, we found, by Alcian blue (AB) staining, ectopic ossification in NKO mutant OFT at E12.5 (Figure 6G,H). In addition, ISH and qPCR revealed marked upregulation of Col1a2, a marker of osteoblast differentiation [38], in NKO mutant OFT at E12.5 (Figure 6I-K). BMP2 signaling has been implicated in osteoblast differentiation [39]. We observed significantly increased phosphorylation of Smad1 and expression of BMP2K (BMP2-inducible kinase) in the OFT of NKO mutant embryos at E10.5 (Figure 6L).

## Discussion

Our study has revealed essential roles for ILK in NCC migration and SMC differentiation within the OFT. NKO mutant embryos exhibited a distinctive enlarged common trunk (CAT) which is similar to that observed in NCC specific PINCH1 mutants. Reduced adhesion of ILK mutant NCC, reduced expression of NCAM and ECM genes, and altered TGFβ2 and BMP signaling in NKO mutant OFT may collectively contribute to the unique NCC and OFT phenotypes of NKO mutants. Microarray analysis of FACS sorted NCCs revealed decreased expression of genes associated with muscle differentiation, but increased expression of genes associated with osteogenesis and neurogenesis, suggesting a central role of ILK in integration of complex genetic programs required for NCC and OFT morphogenesis.

NCC delamination and migration to their respective final targets are timely and coordinated processes regulated by cell-cell, cell-ECM interactions and cytoskeleton organization. Ablation of ILK resulted in precocious post otic NCC emigration at E8.5 (5 to 6 somites), when few, if any, control postotic NCCs had started to emigrate. At E9.0, cranial NCCs (including cardiac NCCs) of control embryos migrated as distinct streams to the pharyngeal arches and circumpharyngeal region. However, a markedly increased number of NCCs were found in the pharyngeal arches and the aortic sac, some of which had prematurely migrated deep into the truncal OFT. At E10.5, a marked increase in NCC numbers was found in mutant pharyngeal arches. Within the OFT, control NCCs at E10.5 migrated as two distinct columns within the subendocardial cushion up to the conotruncal junction [40]. In contrast, NCCs in the OFT of NKO mutants were significantly increased, and migrated deeper into the conal region. However, no changes in neural crest cell proliferation and cell death were observed in NKO mutant OFTs compared to control littermates. These observations suggest that deletion of ILK leads to increased NCC motility and the loss of a distinct distribution pattern of NCCs within the OFT. Consistent with this, in neural tube explant cultures, outgrowth of control NCCs started 24 h after incubation as distinct streams. However, migration of NKO mutant NCCs started earlier and they lost their stream-like pattern. NKO mutant NCCs in culture migrated faster and to a bigger outgrowth area, and tended to migrate as individual cells with less cell-cell contacts and directionality. Furthermore, control NCCs were polarized with well-aligned actin filaments, whereas NKO mutant NCCs exhibited markedly disorganized actin filaments with increased cortical actin protrusions, suggestive of increased motility [41]. In addition, NKO mutant NCCs in culture exhibited a significant reduction in integrin activation, focal adhesion complex formation and Akt activation. Furthermore, in dorsal neural tube and cultured NCCs, we observed markedly reduced expression of NCAM required for the emigration and early migration of NCCs [34]. These observations revealed a critical requirement for ILK in modulating the timing, velocity and pattern of NCC migration.

Numerous molecules, including growth factors, ECM and adhesion molecules play essential roles in pharyngeal arch artery and OFT morphogenesis. Loss of individual genes commonly causes certain parts of pharyngeal arteries to abnormally persist or regress, leading to a spectrum of OFT anomalies. However, most mutant mice exhibit no defects in cardiac NCC delamination and migration. For example, NCCs deficient in BMP, PDGF and TGFβ signaling, fibronectin, α5-integrin, PINCH1, FAK and N-cadherin populate the pharyngeal arches and OFT properly, although subsequent NCC proliferation, survival and differentiation within the OFT are variably impaired, affecting subsets of NCCs [8-10,13,14,36,42,43]. However, in NKO mutants, we observed marked changes in the timing and pattern of NCC migration without significant changes in proliferation and cell death, suggesting a distinct role for ILK in NCC and OFT morphogenesis.

NCCs have the potential to differentiate into multiple cell types, including cartilage, vascular SMC and peripheral neurons, which involves multiple signaling pathways, including TGFβ2 and BMP signaling [1]. NKO mutant mice exhibited an enlarged common arterial trunk that appeared to be formed by fusion of aortic arches and proximal parts of pharyngeal arteries. Impaired SMC differentiation was observed that affected all segments of NKO mutant OFT. Therefore, in contrast to previous studies in which defective SMC differentiation affects only subsets of NCCs and their contributing pharyngeal arch arteries or aortic arches [4,8,14,44], the failure of SMC differentiation in NKO mutant OFT is pervasive. Reduced TGFβ2 signaling but increased BMP2 signaling was observed in NKO mutant OFTs that may account in part for the observed OFT phenotype. Loss of TGFβ2 signaling has been shown to lead to ectopic great vessel innervation and ganglion formation within the OFT [36], whereas BMP2 signaling is required for osteoblastic differentiation [39]. Consistent with this, we observed ectopic ossification and neurogenesis in NKO mutant OFT. Furthermore, our microarray analysis of FACS purified NCCs revealed significantly increased expression of genes involved in neurogenesis (Neurod1, Neurod4, Nefm, Nefl, Tubb1, Scn9a) and osteogenesis (Spp1, Sost), suggesting a role for ILK in cardiac NCC differentiation and fate determination.

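Scn9a, which encodes a sodium channel of sensory and sympathetic neurons, had the dimmest probe set among these genes, with intensities of 12.8 and 14.4 in the control samples and of 58.1 and 52.9 in the NKO samples. On the log2(intensity + 16) scale it was higher by 1.27 (standard error 0.072), or 2.42-fold, with a limma adjusted p of 0.28. The authors' deposited table, without an offset, gives a ratio of 4.09. The name of its probe set ends in _x_at, which on Affymetrix arrays marks probes that can also bind other transcripts. From the higher neural and osteogenic genes in purified NCCs, beside the ectopic ossification and innervation seen in the OFT, the paper proposes that ILK acts in the differentiation and fate choice of cardiac NCCs, and from the lower muscle genes that myocardialization is impaired.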

A number of genes associated with muscle differentiation (Myog, Scx, Zfp874, Xist, Neb and Nppa) were downregulated in NKO mutant OFT, suggesting impaired myocardialization of NKO mutant OFT. Sall4 is a zinc finger transcription factor upregulated in NKO mutants, and mutation of Sall4 causes ventricular septal defects [37]. DiGeorge syndrome is a common congenital disorder caused by chromosome 22q11 deletion resulting in defective neural crest migration. A region containing four genes (Wdvcf, Tbx1, Gp1bb and Pnutl) has been identified responsible for cardiac outflow tract defects and lethality. Although Tbx1 is the major candidate gene for DiGeorge syndrome, other genes are likely to function as modifiers [45,46]. Gp1bb is a gene located within the DiGeorge syndrome critical region. Deletion or reduced expression of Gp1bb is associated with a human bleeding disorder, Bernard-Soulier syndrome [46,47].

## Conclusions

Our study has revealed an essential role for ILK in integrating signaling pathways and the crosstalk between ECM and cytoskeleton required for NCC and OFT morphogenesis. Defects in these interactions results in abnormal NCC migration and differentiation that contribute to the unique NKO mutant OFT phenotype. Future studies are needed to further elucidate how ILK and PINCH1 may cooperate or interact with each other to regulate neural crest migration and differentiation, whether these defects are related or two separate processes, and how each process contributes to observed phenotypes. It also remains to be determined whether ILK switches NCCs from a cardiac fate to a cranial fate to form cranial-specific cartilage cells.

## Methods

### Mice

To generate neural crest conditional ILK knockout (NKO) mice, mice homozygous for the ILK floxed allele (ILK^f/f^) [27] were mated with Wnt1-Cre mice to generate mice with Wnt1-Cre and heterozygous ILK floxed allele (ILK^f/+^). NKO (Wnt1-Cre; ILK^f/f^) mice were generated by backcrossing these mice to ILK^f/f^ mice. For *in vivo* fate mapping study of NCCs, Wnt1-Cre; ILK^f/+^ mice were mated with ILK^f/f^ mice carrying a Rosa-LacZ or tdTomato Red reporter mice [31,32]. All experiments involving mice were carried out according to a protocol reviewed and approved by the Institutional Animal Care and Use Committee of USCD, USA and approved by the Animal Committee of Tongji University School of Medicine, China.

### Histology and *in situ* hybridization

Females with copulation plugs were considered to be at embryonic development day 0.5 (E0.5) of gestation. Pregnant females were killed at different stages of gestation, and embryos were dissected for morphologic and histological analysis as described [13]. For β-gal staining, embryos expressing β-gal were harvested in cold phosphate-buffered saline (PBS) and fixed for 1 to 2 h in 4% paraformaldehyde (PFA) and incubated in β-gal substrate as described [13]. For high-resolution analysis of β-gal activity, embryos were paraffin embedded, sectioned, and counterstained with nuclear Fast Red.

Whole amount *in situ* hybridization was carried out with digoxigenin-labeled RNA probes as previously described [13,24]. 5-Bromodeoxyuridine (BrdU) labeling and apoptosis assays were performed as described [24].

For Alcian Blue staining, deparaffinized and hydrated sections were stained in AB solution for 30 minutes, followed by washing in running tap water for 2 minutes, and counterstained in nuclear fast red solution for 5 minutes.

### Immunostaining and western blot

Immunostaining was performed as described [13,48]. 10 μm sections and isolated cells were incubated with primary antibodies overnight at 4°C. The following primary antibodies were used: α-SMA (Abcam, ab7817), phosphohistone H3 (Cell Signaling, #9701), BrdU (Abcam), β-gal (Cappel, #55976), ILK (Sigma, I0783), laminin (Abcam, ab11575), fibronectin (Abcam, ab2413), elastin (Sigma, E4013), NCAM (Millipore, AB5032), TGFβ2 (Abcam, ab15539), p-Akt (Cell signaling, #9271), p-Smad1 (Cell Signaling, #9516), p-Smad2 (Abcam, ab5478), Sox10 (Abcam, ab27655), BMP2K (Abcam, ab115469), neurofilament (Developmental Studies Hybridoma Bank, 2H3), glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (Santa Cruz Biotechnology), parvin (Abcam) and paxillin (Abcam). After washing with 0.25% TritonX-100 in PBS, sections were incubated with either fluorescently labeled (Molecular Probes, Invitrogen) or biotinylated (Vector) secondary antibodies for 2 h.

TUNEL staining was performed as recommended (Roche). For BrdU staining, timed-pregnant mice at were injected with 500 μl of BrdU (proprietary mixture, Ambion) and BrdU staining was performed as described [49]. For cell counting, OFT sections of the appropriated developmental stages were cut at 10 μm, and every fourth section was stained and cells doubly positive for tdTomato Red and Ph3 (or BrdU^+^ or TUNEL^+^) were counted. Mitotic indices were determined by counting the number of cells per section that were doubly positive for tdTomato Red (NCCs) and Ph3 staining, normalized to the total number of NCCs and derivatives (tdTomato+) within pharyngeal arteries and OFTs of NKO mutant and control embryos.

Western blotting was performed as described [48]. Expression levels of proteins and RNA were quantified in Photoshop.

### Neural crest cultures and adhesion assay

We performed neural crest cell cultures as described [50]. Briefly, embryos were collected at E8.5 (4 to 10 somites) and treated with 0.5 mg/ml of collagenase/dispase and then bisected longitudinally to expose the hindbrain neural folds. The portion of neural tube between the otic placode and the third somite was transected and cultured in a 35-mm fibronectin-coated Petri dish containing high glucose DME and 10% FBS. Cultures were maintained for 72 h at 37°C with 5% CO_2_, and then each neural tube explant was removed. Neural crest cell outgrowths attached to the culture were used for analysis. For NCC outgrowth analysis, neural tube explants (n = 3) were embedded in metrigel (BD Biosciences) on a coverslip and cultured for 24 h. Explant cultures were fixed in 4% PFA and confocal images of the cultures were taken. NCC outgrowth area (migration index) and migration distances were measured and analyzed using Leica image software as described [33]. Three areas per explants cultures were analyzed.

To establish ILK knockout NCC culture, the cultured ILK^f/f^ NCCs were infected with 10^7^ pfu/well of either control β-gal or Cre adenovirus overnight. The medium was changed and cells were cultured for additional 48 h before cell adhesion assay. For cell adhesion assays, ILK^f/f^ or control NCCs were serum starved overnight and detached with trypsin and resuspended in assay buffer (137 mM NaCl, 2.7 mM KCl, 1 mM MgCl_2_•6H_2_O, 3.3 mM NaH_2_PO_4_•H_2_O, 20 mM HEPES (*N*-2-hydroxyethylpoperazine-*N*-2-ethanesulfonic acid), pH 7.4, 0.1% bovine serum albumin). Microtiter plates (Nunc) were coated with matrix proteins (5 μg/ml) overnight at 4°C, washed with PBS and blocked with 1% heat-denatured bovine serum albumin (BSA) for 1 h at room temperature. Cells were counted with a hemocytometer and 20,000 cells per well were added to matrix-coated microtiter plates and incubated for 15 minutes at 37°C. Cells were washed three times with assay buffer and the number of attached cells determined by acid phosphatase assay [51].

### MRI

Embryos were analyzed by MRI as previously described [13]. Briefly, paraformaldehyde-fixed embryos were embedded in a MRI contrast agent and imaged using an 11.7 Tesla magnet. The 3D MRI dataset obtained was reconstructed into axial TIFF slices. Image datasets were analyzed and 3D reconstructions created using Amira 3.0 software.

### Microarray and qPCR

The OFTs of NKO mutant and control embryos at E10.5 were dissected and the samples for the same genotype were pooled, digested with a mixture of collagenase/dispase (1 mg/ml, Roche)/trypsin (0.1%) for 10 minutes with periodical pipetting, and clear supernatants were collected in a 15 ml tube. The digestion was repeated until OFT tissue was totally digested. The cell suspension was filtered through a 40 μm filter unit (Fisher), centrifuged and resuspended in up to 0.5 ml staining medium, and stained with FDG using FluoReporter LacZ Flow Cytometry kits (Molecular Probes, F-1930) following the manufacture’s instruction. The treated cell suspensions were FACS sorted (BD FACSAria) and stored at -80°C. After multiple cell sorting until enough cells were obtained, cells from individual collections were pooled at the time of RNA extraction. RNA was prepared using the RNeasy Mini kit (Qiagen) following the manufacturer’s instructions. For microarray analysis, aRNAs were synthesized using the Message Amp II kit (Ambion) following the manufacturer’s instructions for a one-step amplification and hybridized to GeneChip Mouse Genome 430 array (Affimetrix) following the protocol. The microarray data have been submitted to NCBI GEO database under accession number GSE41179. The expression data were normalized and differential expression was defined based on a cutoff of 1.5 fold change (FC). Candidate targets of interest were verified by qPCR using SYBR green detection. Primer pairs for exon specific PCR appear in Additional file 3: Table S2.

### Statistical analysis

Data were presented as mean ± SEM and the Student t test was used for two-group comparisons. Differences were considered statistically significant at a value of *P* <0.05.

## Abbreviations

AB: Alcian blue; ao: Aorta; aoa: Aortic arch; as: Aortic sac; CAT: Common arterial trunk; da: Ductus arteriosus; ECM: Extracellular matrix; FAK: Focal adhesion kinase; ILK: Integrin-linked kinase; ISH: *in situ* hybridization; lv: Left ventricle; NCC: Neural crest cell; NKO: NCC-specific ILK knockout; OFT: Outflow tract; pa: Pulmonary artery; px: Pharynx; rv: Right ventricle; RVOT: Right ventricular outflow tract; scg: Superior cervical ganglia; SMC: Smooth muscle cell; VSD: Ventricular septal defect.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

XD, WJ, QZ, YS and XL conceived, designed and performed the experiments, analyzed the data and drafted the manuscript. LX, PG, SZ, BGP, CJ, LP and SB performed the experiments and analyzed the data. SME and JC conceived and designed the study, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Expression of integrin-linked kinase (ILK) in the outflow tract (OFT) and neural crest cells (NCCs). (A, B’) Wholemount in situ hybridization show ubiquitous ILK expression in E8.5 and E9.5 embryos. (C-E) Immunostaining with ILK antibody and β-gal staining of adjacent sections from Wnt1-Cre; R26R embryos at E9.5 show that ILK expression in cardiac NCC in the OFT. (F-H) Immunostaining with antibodies to ILK and Sox10 show ILK expression in cultured NCCs. (I-L) ILK is not detected in cardiac NCC-derived OFT mesenchyme in E9.5 NKO mutants. Click here for file

Additional file 2: Table S1 Microarray analysis of neural crest cells from the outflow tract (OFT) of control and integrin-linked kinase (ILK) mutant embryos at E10.5. Microarray and quantitative polymerase chain reaction (qPCR) analysis of neural crest cells from the OFT of control and ILK mutant embryos at E10.5. Click here for file

Additional file 3: Table S2 Quantitative polymerase chain reaction (qPCR) primer list. List of qPCR primers used in this study. Click here for file

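The primer list also holds genes that the text gives no direction for. On the arrays of sorted cardiac NCCs at E10.5, Zic1, a zinc finger transcription factor gene of dorsal neural tissue, had intensities of 101.8 and 105.6 in the control samples and of 65.0 and 48.6 in the NKO samples (log2 fold change −0.73, standard error 0.13). Skiv2l2, now named Mtrex, encodes a helicase that serves the RNA exosome, and had intensities of 201.9 and 194.6 in the controls and of 311.3 and 312.4 in the NKO mutants (log2 fold change 0.61, standard error 0.058). Their limma adjusted p values were 0.538 and 0.4, and both passed in limma with an intensity trend and robust moderation.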

# Supplementary material for: Requirement for integrin-linked kinase in neural crest migration and differentiation and outflow tract morphogenesis
**Source:** BMC Biol. 2013 Oct 16;11:107. doi: 10.1186/1741-7007-11-107
**Supplement:** Additional file 3: Table S2 — Quantitative polymerase chain reaction (qPCR) primer list. List of qPCR primers used in this study.

Additional File 3

Table S2: qPCR primer List

Oligo Name	Oligo Sequence (5' -- 3')	Oligo Name	Oligo Sequence (5' -- 3')
Scn9a		Gp1bb	
forward	CAACGCACTCATAGGAGCAA	Forward	ACCCTATCTGCCTTCGCAAC
reverse	CTTGCCAGCAAACAGATTGA	Reverse	TAGAAAGCTGCAGACCCGAC
Scx		Sost	
forward	CCCAAACAGATCTGCACCTT	Forward	AGCCTTCAGGAATGATGCCAC
reverse	TGTCACGGTCTTTGCTCAAC	Reverse	CTTTGGCGTCATAGGGATGGT
Col9a3		Wfikn1	primer pair 1
forward	GGAGAACGGGGAAGTCTAGG	Forward	TTTGATCCCTGTTGGGCTCC
reverse	CACGTAGACCAATCCCACCT	Reverse	TGGTCAGCATAGGACTGGGA
			primer pair 2
Lamb1-1			AACAGCAATAACTTTGAGACCCG
forward	GTTTCGAGGGAACTGCTTCTG		TCGTCCTTTAGCACATCATCCA
reverse	GTTTCAGGCCTTTGGTGTGTTGT		
		Sall4	
Bmp2k		Forward	TTGCGACCACCCAAGTAT
forward	CCTACCAGCGCAAAGAAGAC	Reverse	AACCCACAGAACCAACCAC
reverse	TCTCCTTGGAATCGGAAATG		
		Junb	
Col8a2		Forward	CTACAAACTCCTGAAACCCACC
forward	AGGGTCCAGTAGGGGCTAAA	Reverse	TCTGATCCCTGACCCGAAA
reverse	CCCTTAGGTCCTGGTTTTCC		
		Junb	
Myog		Forward	CTACAAACTCCTGAAACCCACC
forward	ACCAGGAGCCCCACTTCTAT	Reverse	TCTGATCCCTGACCCGAAA
reverse	GTCCCCAGTCCCTTTTCTTC		
		Zic1	
Plek		Forward	GCAAGATGTGCGATAAGTCC
forward	CTTGAGAGGCTGTGTGGTGA	Reverse	CGGGTTGTCTGTTGTGGG
reverse	CTGGATGGCTTTGATCCACT		
		Fermt3	
Fndc5		Forward	ATGGCGGGTATGAAGACAGC
forward	GGTGCTGATCATTGTTGTGG	Reverse	CACCAATGTGCGACTCCCC
reverse	GGCTCGTTGTCCTTGATGAT		
		Skiv2l2	

Stmn2		Forward	AAGTTATGCGAGAAGTTGCTTGG
forward	GCCGCGCAACTACAACATC	Reverse	AGCATTTGGAATAGTAGCCGAAA
reverse	CCCCCTGGAGAAAGTTACCTT	Neurod1	
		Forward	TTCACGATTAGAGGCACG
Fabp7		Reverse	TCCAAAGGCAGTAACGAC
forward	GGACACAATGCACATTCAAGAAC		
reverse	CCGAACCACAGACTTACAGTTT	Neurod4	
		Forward	TGCCTTAGCACTTCTTTCT
Nhlh2		Reverse	GTGTTATGGGTCTGGTTTC
Forward	CAACCATACACCCGCTAA		
Reverse	CCAGGAAACAAGGAGGAG

How the deposited data were processed for this re-analysis (not part of the article)

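RNA of FACS-sorted cardiac NCCs from E10.5 embryos, either control or NKO, was measured on 4 Affymetrix mouse genome arrays, 2 per genotype. The labels number the arrays of a genotype as biological replicates, and how the pooled embryos and sorts were divided between them is not given in the sources used here. The intensity values were deposited by the authors as a table of 45101 rows, after a normalization that the paper does not describe. The submitters' processing notes name Affymetrix Expression Console. The summarization algorithm, its version and the background correction are not given in the sources used here. The values are on a linear scale, which was checked against the authors' own table: the mean of the control columns differed from the authors' control intensity by at most 0.0447%. Between 1.28% and 1.51% of the values of an array lay below 1, and the 75th percentile lay between 342.2 and 356.1. Centring cannot be read from such values, and the direction follows from the sample labels.

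The authors also deposited a table of their own comparison, made with VAMPIRE, which lists 766 probe sets past a Bonferroni threshold of 0.05. Its fold is the ratio of the authors' mean intensities, NKO over control, and equals the ratio of the column means within 0.192%. Its p-value per probe set is the one that the authors deposited from VAMPIRE and was not used for any call here. The authors' deposited table holds 488 probe sets that were higher in the NKO mutants and 278 that were lower, of which 80 were at least 1.5-fold higher and 35 at least 1.5-fold lower. The authors' deposited table also holds 19 Affymetrix controls. It was the only source that pairs probe sets with gene names, and 15 of its single names had no match in the mouse RefSeq table of assembly GRCm38.p6, where the file's name was kept. With 1 probe set each, 548 genes could be named, 324 higher and 224 lower.

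The 64 Affymetrix control probe sets were left out and 45037 were tested. An offset of 16 was added to the intensity before log2, and the genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a trend, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's cutoff of 1.5-fold was applied to the same log2 values. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The limma step was tested on simulated data in which 200 of 45037 probe sets, all brighter than the median, were changed between 2 and 2 arrays. The simulated spread was drawn from limma's fit with an intensity trend, which favors the setting with a trend. Without a trend, the limma step recovered 0% of those changed 1.5-fold, 60% at 2-fold, 90% at 3-fold and 98% at 4-fold, with 0 false calls. With an intensity trend and robust moderation, it recovered 96% at 1.5-fold and 100% at each larger size, with 13 false calls. The number of arrays limits the precision of every value, and correlations between arrays over all probe sets lay between 0.9948 and 0.9968. The correlation was 0.9968 between the controls but 0.9948 between the NKO samples, and the second NKO sample was closer to the controls (0.9959 and 0.9954) than to the first.

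The gene lists, the tests, the rule for the genes to be named and the alternatives were set before the data were examined, except where stated otherwise. Genes were named if the paper names them from the arrays or in its primer list, if they were Ilk, if they were among the 10 strongest in a direction (brighter than the median probe set, both NKO samples beyond both controls, taken by limma's p among those of at least 1.5-fold because none passed the adjusted threshold), or if they had one of the 4 smallest p values of a list. Other listed members, such as Mfap4, Clec1b, Rgs18, Gp1ba, Vwf, Myod1 and Tnnt2, the gene Alb, and the control features in the closing section were chosen after their values were seen. A gene was represented by its brightest probe set among those in the authors' deposited table that name it alone. Probe sets of the same gene outside that table could not be considered. Of 39 lists with 816 members in all, 30 were drawn up from textbook knowledge and 9 hold genes of the paper. The planned set test, camera, needs names for all probe sets and was not run, nor was a background level from receptor genes. In its place, a test chosen after the data were seen compared the split of a list's members into higher and lower with that of the other named genes (two-sided Fisher's exact test, Benjamini-Hochberg over the 17 lists with at least 3 listed genes). It describes only genes that the authors had already selected, and a count adjusted over a list alone rests on the same selected members. Fisher's exact test also counts genes as independent, although members of a list can move together in the same samples. Its p therefore does not measure variation between samples.

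The alternatives were quantile normalization, centring each array on its median, leaving out probe sets below the 40th percentile, offsets of 1 and 64, the replicate number as a block, an intensity trend with robust moderation, leaving out each array, the test that the paper's methods name for groups, a 2-fold cutoff, the mean of all probe sets of a gene, and lists without the genes that the paper names. No column of the value table was left out. Results for some genes are not reported here.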

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

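All tests of explanations given here were chosen after the results were seen. Each result below is a signal in genes or control features that the paper does not discuss, given as the log2 fold change of NKO over control (n = 2 samples each).

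The platelet chemokine genes Ppbp and Pf4 were higher by 0.90 (standard error 0.058) and 0.86 (standard error 0.061), and Mpo, the myeloperoxidase gene of granulocytes, by 0.92 (standard error 0.096), with limma adjusted p values of 0.296, 0.359 and 0.453. A smaller share of NCCs among the sorted NKO cells, with every other cell type raised alike, would raise the muscle genes too. Instead, 20 of 20 listed skeletal and heart muscle genes were lower by more than 2 standard errors. These had been selected as differing, so that only their direction was free. A smaller share of NCCs made up by some cell types alone is not addressed by this count. A larger share of blood cells that passed the sort for lacZ activity is a candidate explanation that stays open. It would raise the listed genes of platelets, macrophages and red blood cells, of which 21 of 21 were higher, but all 21 had been selected as differing on these arrays, the paper names 5 of them, and their lists were joined after the directions were seen. The globin genes could not be checked because the authors' deposited table does not name them. Pf4 had intensities of 1034.5 and 1002.2 in the controls and of 1893.5 and 1818.6 in the NKO mutants. A change of these genes within NCCs that lack ILK also stays open and was not tested.

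The Y-linked gene Ddx3y was higher by 0.42 (standard error 0.058, limma adjusted p = 0.505), while Xist was lower. A change of Xist alone would leave the Y-linked genes within the range of the controls, but 6 of 6 listed Y-linked probe sets, from 3 genes, were higher in both NKO samples than in both controls by more than 2 standard errors. These 6 had been selected as differing, so that their place beyond the controls was largely fixed in advance and only their direction was free. Other Y-linked probe sets carry no name here and were not checked. More male embryos in the NKO pools may account for both and stay open as an explanation, since 0 of the 6 listed Y-linked probe sets were lower, but these directions had been seen before the explanation was set up. Ratios of mean intensity had medians of 0.652 over 3 Xist probe sets and of 1.36 over the 6 Y-linked ones. The sex of the pooled embryos is not given in the sources used here.

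Prph, a gene of autonomic and sensory neurons, was higher by 1.32 (standard error 0.11, limma adjusted p = 0.4), with intensities of 30.4 in both controls and of 111.9 and 88.9 in the NKO mutants. The sensory neuron genes Pou4f1 and P2rx3 were higher by 0.96 (standard error 0.058, limma adjusted p = 0.28) and 0.71 (standard error 0.098, limma adjusted p = 0.505). Taf10, the neighbor of Ilk on the chromosome, was higher by 1.36 (standard error 0.076, limma adjusted p = 0.28) on its dim probe set, with intensities of 87.2 and 78.8 in the controls and of 246.4 and 231.4 in the NKO mutants, but was at −0.21 (standard error 0.058) on its bright one. The poly-A controls added to the RNA had a median of 0.30 over 24 probe sets, of which 14 were higher in both NKO samples than in both controls, against 18 of 18 hybridization controls with a median of 0.22. Small rises, such as those of Alas2, Prrx1, Tbx3 and Bmp2k at 0.23 or 0.24, were close to the latter median. The median over all probe sets was 0.013. The 3 probe sets of 18S ribosomal RNA set the NKO samples apart from each other, with a median intensity of 1684 in the first and 746.5 in the second, against 984.5 and 938.5 in the controls. Taf10, Mpo, Ddx3y and the poly-A controls were singled out after their values were seen.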

How the results depend on the processing

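Tests of the gene lists and their alternatives were chosen after the data were seen. On the deposited values limma had 0 probe sets past its adjusted threshold and 3972 at an unadjusted p under 0.05; 0 also passed with quantile normalization, median centring, an offset of 1 and with any 1 array left out, where the lone sample is taken to vary like the other group. The count was 33 (24 higher, 9 lower) with dim probe sets left out. There fewer were tested and the pooled spread changed as well, with the standard error of Ilk going from 0.108 to 0.095. With an offset of 64, where dim probe sets vary less, the count was 60 (43 higher, 17 lower). With an intensity trend and robust moderation, which pools the spread by brightness, the count was 520. That setting had 13 false calls in simulated data whose spread was drawn from a fit with such a trend. The test that the paper's methods name, run on each probe set, passed 3973 unadjusted, 125 with the 1.5-fold cutoff and 0 after Benjamini-Hochberg adjustment. The 200 probe sets at or above 1.5-fold became 66 with dim probe sets left out, 3335 with an offset of 1, 36 with an offset of 64, 17 at 2-fold, and between 395 and 646 with 1 array left out (395 without control 2, 400 without control 1, 444 without NKO 1, 646 without NKO 2). Ilk stayed lower throughout and passed limma's threshold at −0.83 with an offset of 64 (adjusted p = 0.0181) and at −0.90 with the trend and robust moderation (adjusted p = 0.000249), whereas limma's adjusted p in its other alternatives lay between 0.0898 and 0.986.

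The Fisher's exact test of the ECM list lost its call with dim probe sets left out (0 higher and 4 lower, adjusted p = 0.119), and that of the platelet list without the genes the paper names (8 higher, adjusted p = 0.119), each with fewer members. The calls of the skeletal and heart muscle lists did not change, but the direction of genes selected as differing can hardly turn in these alternatives, so that this is no test of them; without the genes the paper names their adjusted p was 0.00434 and 0.00542. Of 92 named genes (90 with dim probe sets left out, and 20 with the mean of all probe sets, those with several) none turned its sign, and 18 passed limma with dim probe sets left out, 29 with an offset of 64 and 73 with the trend and robust moderation. The replicate number as a block gave 0 probe sets past the threshold (lowest limma adjusted p 0.644) and changed no call. The replicate numbers are not shown to pair the samples, since the replicate differences of the genotypes correlated at −0.033 over probe sets. The 3 splits of 4 arrays into equal groups are too few for a share under 0.05. The real split gave 3972 probe sets at an unadjusted limma p under 0.05 and the highest other split 2148. At 1.5-fold the real split gave 200 probe sets, against 104 and 140. With an intensity trend and robust moderation, limma passed 520 in the real split and 0 in each other split. In those the genotype difference adds to the spread within groups. Camera, its estimated correlation and the filter at the receptor background were not run, for lack of gene names. Signal over background limits the dim probe sets most, whose fold changes follow the offset.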

Differences from the paper's values

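The paper shows 14 genes by qPCR in Figures 4G, 6A and 6B, and their bars were read by eye and set beside the array folds. The assay differs, the paper's error bars are SEM, and all 14 had the same direction on the arrays. For 8 genes the larger fold was more than 1.5 times the smaller one, with a gap beyond the larger of the paper's error and the SD between the array replicates. The paper's fold of Col9a3, control over NKO, was about 3.2 in Fig. 4G, read by eye, against 1.47 on the arrays. In Fig. 6A, read by eye, the paper's NKO over control folds were about 2.5 for Gp1bb, about 2.7 for Sost, about 3.5 for Sall4 and about 3.6 for Junb, against 1.41, 1.35, 1.47 and 1.35 on the arrays. In Fig. 6B, read by eye, they were about 3.2 for Neurod4, about 3.9 for Nhlh2 and about 3.8 for Fabp7, against 1.53, 1.43 and 2.07. Of the alternatives set before the data were examined, 0 of 10 brought Col9a3, Gp1bb, Junb, Neurod4, Nhlh2 or Fabp7 to the paper's value, and 0 of 11 did so for Sost or Sall4. The other 6 genes had smaller folds on the arrays as well. For 5 of them, all but Stmn2, the gap was beyond these errors but within 1.5 times, as for Wfikkn1, with the paper's fold about 1.9 in Fig. 6A, read by eye, against 1.46, and Neurod1, about 2.3 in Fig. 6B, read by eye, against 1.70. Col8a2, about 1.8 in Fig. 4G, read by eye, against 1.20, lay at that limit. Past it were Col8a2 in 3 of its 10 alternatives (offset of 64, without control 2 and without NKO 1), Stmn2 in 2 of 11 (offset of 64 and without NKO 1), and Lamb1-1 and Neurod1 in 1 of 9 and 1 of 11 (offset of 64), while Wfikkn1 and Fndc5 were past it in 0 of 10 each. An offset of 1 instead brought Lamb1-1 to 1.92 and Fndc5 to 1.43. These lay within the paper's errors of 0.4 and 0.2 around its folds of about 2.0 and about 1.6 in Fig. 4G, read by eye.

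The paper presents its array genes under a criterion of 1.5-fold. Of 35 genes that it names from the arrays or measures beside them by qPCR, 18 reached it on the log2(intensity + 16) scale, and 28 in the authors' deposited table, which uses no offset. By 1 probe set per gene, the brightest one named, Col8a2, Fndc5, Junb, Myog, Sall4, Sost and Xist were below it in both. For these probe sets the authors' deposited table gives ratios of 0.828, 0.704, 1.45, 0.667, 1.49, 1.35 and 0.713, that of Myog lying at the criterion within rounding. Over the 3 probe sets of Xist the median ratio of mean intensities, NKO over control, was 0.652, which is past the criterion. The paper gives Lbxcor1 as lower in the mutants, whereas here the first NKO sample, at 82.2, lay between the controls at 79.2 and 118.1. The paper calls its array changes significant. All 35 genes had passed the authors' VAMPIRE test at a Bonferroni threshold of 0.05, but only such genes could be counted here. That test also passed 19 Affymetrix controls, so that passing it does not by itself show an effect of genotype. Over these 35 genes limma passed 0 at an adjusted p under 0.05 on the deposited values, against 34, all but Lbxcor1, at an unadjusted p under 0.05. It passed 10 with dim probe sets left out, 19 with an offset of 64 and 32 with an intensity trend and robust moderation. Limma without a trend recovered 0 of 50 simulated changes of 1.5-fold, so that its count of 0 says little against changes near that size. It recovered 60% of simulated changes at 2-fold and 90% at 3-fold. On the arrays, however, Sncg, Stmn3 and Fabp7, at 2.79-, 2.56- and 2.07-fold higher, and Pth, at 2.25-fold lower, did not pass. Low recovery at 1.5-fold does not account for these genes, and the simulated spread may differ from that of the arrays. St3gal4 and Limk1, which the paper gives as lower, are not named in the authors' deposited table and were not analysed here.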

Other observations

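All tests of explanations given here were chosen after the results were seen. Of 40 genes of neural crest and OFT mesenchyme, the tissue that was sorted, 6 were listed, and 5 were higher, among them the transcription factor genes Pax3 at a log2 fold change of 0.44 (standard error 0.080), Prrx1 at 0.24 (standard error 0.060) and Tbx3 at 0.23 (standard error 0.056). The pericyte gene Rgs5 was at −0.24 (standard error 0.062) on its brightest probe set and at 0.42 (standard error 0.10) on a dimmer one. The list had an adjusted p of 0.535 in a two-sided Fisher's exact test against the other named genes. With the mean of all probe sets of a gene, 6 were higher and 0 lower (adjusted p = 0.162 in that test). Of 21 smooth muscle genes 5 were listed, with the contractile protein genes Tagln at 0.44 (standard error 0.059), Cald1 at 0.38 (standard error 0.080), Tpm2 at 0.26 (standard error 0.059) and Tagln2 at 0.33 (standard error 0.087) higher and Tpm1 at −0.28 (standard error 0.061) lower (adjusted p = 0.736 in the same Fisher's exact test). These signals are from E10.5, while the paper shows reduced smooth muscle actin in the OFT at a later stage.

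Of 25 genes of TGFβ signaling 3 were listed. The matricellular protein gene Ctgf was higher at 0.42 (standard error 0.060), and Tgfb2 was lower at −0.22 (standard error 0.069), with intensities of 1156.8 and 1137.6 in the controls and of 940.8 and 1018.7 in the NKO mutants. The list had an adjusted p of 1.0 in the same Fisher's exact test. With limma over all probe sets 0 genes of the neural crest, smooth muscle and TGFβ lists had an adjusted p under 0.05, against 6, 5 and 3 at an unadjusted p under 0.05 and when adjusted over the list alone, and 5, 4 and 3 in limma with an intensity trend and robust moderation. Bmp2k, which the paper measures by western blot, was at 0.24 (standard error 0.066, limma adjusted p = 0.543). Hox genes, cell cycle genes and p53 target and cell death genes, with 25, 32 and 22 members, had 0 genes in the authors' deposited table. Outside the rule for named genes, and chosen after their values were seen, Gt(ROSA)26Sor, the locus that carries the lacZ reporter, was higher by 0.50 (standard error 0.067), and 119 probe sets of at least 1.5-fold were outside the authors' deposited table and stay without a name here.

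Afp was lower together with the muscle genes on 4 probe sets, the least at −1.23 (standard error 0.075). Alb, the serum albumin gene, chosen after its values were seen, was at −0.89 (standard error 0.11) on a dim probe set, with intensities of 42.8 and 34.1 in the controls and of 11.7 and 14.9 in the NKO mutants. No list of liver genes was tested. Fewer cells of every other type among the sorted NKO cells would lower the platelet genes too, but 12 listed platelet genes were higher by more than 2 standard errors. Fewer cells of a single muscle type, as the only source of the skeletal muscle transcripts, would lower the 11 skeletal muscle genes by a common ratio. Their ratios without the offset ran from 0.638 to 0.842, a spread with a p of 0.11 in 100000 random draws at the 4.1 degrees of freedom of limma's errors (0.162 with the offset), so that a common ratio was not excluded; a chi-square test run first, which takes those errors as exact, had given 0.000208 (0.00152 with the offset). That explanation stays open for the skeletal muscle genes alone. That both heart and skeletal muscle genes were lower argues against a single muscle type as the source of all the muscle transcripts. The heart genes Nppa, Nppb and Tnni3 and the skeletal myogenic factor genes Myog, Myf5 and Myod1, 6 in all, were each lower by more than 2 standard errors. Nppb did not reach an unadjusted limma p under 0.05, and all 6 had been selected as differing. These 6 were picked after all 20 listed muscle genes had been seen to be lower. Their count was thus known beforehand and describes the values without testing them. A single muscle type would also not account for Afp and Alb, which are not muscle genes. A carry-over from several cell types and an effect of ILK loss within NCCs also stay open, untested.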
